# Ninein, a candidate gene for ethanol anxiolysis, shows complex exon-specific expression and alternative splicing differences between C57BL/6J and DBA/2J mice

**DOI:** 10.3389/fgene.2024.1455616

**Published:** 2024-09-11

**Authors:** E. R. Gnatowski, J. L. Jurmain, M. G. Dozmorov, J. T. Wolstenholme, M. F. Miles

**Keywords:** Ninein, alternative splicing, RNAseq, exon skipping, ethanol, anxiety, mouse genetics

## Abstract

Ethanol’s anxiolytic actions contribute to increased consumption and the development of Alcohol Use Disorder (AUD). Our laboratory previously identified genetic loci contributing to the anxiolytic-like properties of ethanol in BXD recombinant inbred mice, derived from C57BL/6J (B6) and DBA/2J (D2) progenitor strains. That work identified Ninein (*Nin*) as a candidate gene underlying ethanol’s acute anxiolytic-like properties in BXD mice. *Nin* has a complex exonic content with known alternative splicing events that alter cellular distribution of the NIN protein. We hypothesize that strain-specific differences in *Nin* alternative splicing contribute to changes in *Nin* gene expression and B6/D2 strain differences in ethanol anxiolysis. Using quantitative reverse-transcriptase PCR to target specific *Nin* splice variants, we identified isoform-specific exon expression differences between B6 and D2 mice in prefrontal cortex, nucleus accumbens and amygdala. We extended this analysis using deep RNA sequencing in B6 and D2 nucleus accumbens samples and found that total *Nin* expression was significantly higher in D2 mice. Furthermore, exon utilization and alternative splicing analyses identified eight differentially utilized exons and significant exon-skipping events between the strains, including three novel splicing events in the 3′ end of the *Nin* gene that were specific to the D2 strain. Additionally, we document multiple single nucleotide polymorphisms in D2 *Nin* exons that are predicted to have deleterious effects on protein function. Our studies provide the first in-depth analysis of *Nin* alternative splicing in brain and identify a potential genetic mechanism altering *Nin* expression and function between B6 and D2 mice, thus possibly contributing to differences in the anxiolytic-like properties of ethanol between these strains. This work adds novel information to our understanding of genetic differences modulating ethanol actions on anxiety that may contribute to the risk for alcohol use disorder.

## Introduction

The acute behavioral responses to ethanol in both humans and animal models include anxiolysis. Both clinical and preclinical research has demonstrated that the anxiolytic effects of acute ethanol consumption can lead to increased alcohol intake and play a critical role in the development of alcohol use disorder (AUD) (Schuckit and Smith, 1997; Becker, 2017). Ethanol’s anxiolytic properties are believed to enhance its reinforcing effects, resulting in a more pronounced response to ethanol in individuals who exhibit greater susceptibility to stress or anxiety compared to those with lower levels of anxiety (Becker, 2017; Schuckit and Hesselbrock, 1994). This enhanced anxiolytic response could result in a greater predisposition to consume alcohol, ultimately aiding development of alcohol use disorder (AUD). Furthermore, ethanol’s anxiolytic properties generate a potential feed-forward action on ethanol consumption due to the increase in anxiety seen upon withdrawal in AUD subjects (Heilig et al., 2010; Schuckit and Hesselbrock, 1994). The genetic variance underlying ethanol’s anxiolytic effects could thus influence both the development of AUD as well as relapse during ethanol withdrawal.

Using a 2-stage quantitative trait loci (QTL) mapping in BXD recombinant inbred (RI) mice, Ninein (*Nin*) was previously identified as a candidate gene for a Chr 12 QTL (*Etanq1*) associated with ethanol’s anxiolytic-like properties in the light-dark box transitional model of anxiety (Putman et al., 2016). BXD RI strains are derived from C57BL/6J (B6) and DBA/2J (D2) inbred progenitor mouse strains which exhibit contrasting responses across multiple ethanol-related behaviors (Belknap et al., 1993). Supportive studies on *Nin* as a candidate gene revealed a *Nin* cis-expression QTL at the location of the *Etanq1* behavioral QTL, and higher mRNA expression in D2 progenitors compared to B6 in nucleus accumbens (NAc), suggesting that genetic differences in D2 mice caused higher *Nin* expression, which the anxiolytic-like actions of ethanol in the light-dark box (Putman et al., 2016). Protein expression analysis identified significantly higher expression of two provisional Ninein isoforms in D2 mice compared to B6 animals, thus implicating potential differences in splicing between these two strains (Putman et al., 2016). However, the full documentation and characterization of these potential splicing differences in *Nin* expression between B6 and D2 mice remain to be determined.

Ninein is a microtubule-associated protein that plays a role in microtubule organization at the centrosome and in the cytoplasm (Mogensen et al., 2000; Baird et al., 2004). Ninein associates with the centrosome in many cell types, where it recaptures minus-ends of microtubules and is essential for apico-basal microtubule formation characteristic of complex polarized cells such as neurons (Goldspink et al., 2017; Baird et al., 2004). Ninein has primarily been studied in the context of development and has been demonstrated to undergo extensive alternative splicing that influences neural progenitor cells (NPCs) differentiation into neurons (Zhang et al., 2016). Previous published reports have identified roles of specific *Nin* exons that contribute localization and function during development (Zhang et al., 2016). In human disease, *Nin* has been associated with Seckel Syndrome (https://hpo.jax.org/browse/disease/OMIM:614851), which has multiorgan developmental abnormalities including cognitive impairment, and also with schizophrenia (Bigdeli et al., 2021). Ninein expression has also been found to be regulated by a history of cocaine use in human postmortem hippocampus and dorsal lateral prefrontal cortex (Farris et al., 2015; Ribeiro et al., 2017). Understanding the role of *Nin* alternative splicing in adult animals may contribute to characterizing its role in regulating ethanol’s anxiolytic properties.

RNA splicing is a post-transcriptional modification that plays a critical role in mammalian gene expression (Ule and Blencowe, 2019). This process involves the removal of introns from newly transcribed pre-mRNA sequences and is essential for generating mature protein-coding mRNAs. Compared to constitutive splicing, alternative splicing events comprise multiple processes that result in the inclusion or exclusion of specific exons in numerous combinations leading to the generation of multiple unique mRNA and protein isoforms from a single gene (Wang et al., 2015). These processes generate transcriptome-wide complexity that can occur under both physiological and pathophysiological conditions. The human brain demonstrates a significantly higher occurrence of alternative splicing events that are evolutionarily conserved, demonstrating a functional role of alternative isoforms in the brain (Nikom and Zheng, 2023; Yeo et al., 2004). There are five basic modes of alternative splicing: exon skipping (or cassette-type alternative exon), mutually exclusive exons, alternative 3′ splice site, alternative 5′ splice site, and intron retention. Exon skipping is the most prevalent pattern of alternative splicing in vertebrates and invertebrates (Lee and Rio, 2015).

Our prior work strongly implicates *Nin* as a candidate gene underlying a Chr 12 QTL for ethanol anxiolytic-like behavioral responses in BXD mice, and that this may involve both genetic regulation of *Nin* expression and splicing. In order to characterize potential mechanisms of *Nin* expression differences more fully between the BXD progenitor strains, B6 and D2 mice, we studied strain-specific differences in exon utilization and splicing using selective quantitative RT-PCR and RNAseq analysis. By conducting deep sequencing of RNA transcripts, we identified novel strain-specific *Nin* alternative splicing and exon-utilization events in B6 and D2 adult mice. Our data demonstrate strain differences in previously reported exon 18 expression and splicing, as well as inclusion of novel protein coding exons in the D2 strain within the 3′ region of the genome. Furthermore, we confirm potentially important coding region polymorphisms in D2 mice that might also alter *Nin* splicing and function. This evaluation of alternative splicing of a QTL derived candidate gene provides an initial framework for investigating the functional basis of strain-specific gene expression and demonstrates the potential complexity of genetic differences modulating complex behaviors such as AUD.

## Methods

### Animal subjects

Male C57BL/6J and DBA/2J mice were obtained from the Jackson Laboratory (Bar Harbor, ME, United States) at 7–8 weeks of age and habituated to the vivarium for at least 1 week prior to initiating experimental studies. Animals were group-housed (four animals per cage with *ad libitum* access to food and water, under a 12-h light/dark cycle, in a 21°C environment). All experiments were approved by the Institutional Animal Care and Use Committee of Virginia Commonwealth University and followed the National Institutes of Health Guidelines for the Care and Use of Laboratory Animals. At 9 weeks of age, animals were sacrificed by cervical dislocation and decapitation. Immediately thereafter, brains were extracted and chilled for 1 min in cold phosphate buffered saline before brain regions being punch or wedge micro-dissected from 2 μm thick coronal slices as previously described (Kerns et al., 2005) for medial prefrontal cortex (mPFC), nucleus accumbens (NAc), and Amygdala (Amy) sections. Excised regions were placed in individual tubes, flash-frozen in liquid nitrogen, and stored at −80°C prior to use for RNA extraction and analysis as below.

### RNA extractions

Samples were homogenized with a Polytron^®^ (Kinematica AG, Malters, Switzerland) and total RNA was extracted using a guanidine/phenol/chloroform method (STAT-60, Tel-Test, Inc. Friendswood, TX, United States) as per manufacturer guidelines. Each RNA liquid layer was added to a miRNeasy Mini Column (Cat #: 217004, Qiagen, Hilden, Germany) for cleanup and elution of total RNA. RNA concentration was determined by measuring absorbance at 260 nm using a Nanodrop 2000 (Thermo Scientific). RNA quality and purity was assessed by 260/280 absorbance ratios and by electrophoresis using the Agilent 2100 Bioanalyzer (Agilent Technologies, Savage, MD, United States). Samples all had RNA Integrity Numbers (RIN) ≥ 8 and 260/280 ratios between 1.96 and 2.05.

### Quantitative reverse transcriptase PCR

500 ng of RNA was converted to cDNA using the iScript cDNA synthesis kit (#1708891, Bio-Rad, Hercules, CA, United States) according to the manufacturer’s instructions. All cDNA samples were diluted to ∼1 ng/μL prior to PCR. qRT-PCR was performed using the Bio-Rad CFX Connect thermocycler according to manufacturer’s instructions for iTaq™ Universal SYBR^®^ Green Supermix (#1725124, Bio-Rad, Hercules, CA, United States). Primers (Eurofin Genomics, Luxembourg) efficiencies were between 90% and 110% and each primer set resulted in only one PCR product on gel electrophoresis. Primer sequences, amplicon sizes, and annealing temperatures (Tm) used for each gene are listed in Supplementary Table S1. Data analysis was performed using the 2^−[∆∆CT]^ method (Heid, 1996). Relative mRNA expression was normalized to housekeeping genes Ublcp1, Sort1, and Ppp2r2a, and Stab2 was used as a strain control. Ublcp1 was excluded in the amygdala after seeing significant strain differences in expression. Statistical analysis of qRT-PCR data was performed using a student’s t-test between strains within each brain region. For agarose gel electrophoresis, PCR products were analyzed using TrackIt 50bp DNA ladder (Invitrogen, Cat. #10488043) for sizing and gels imaged using the Biorad GelDoc System (Bio-Rad, Cat. #1704486).

### RNAseq library preparation and sequencing

Library preparation and sequencing were completed by the VCU Genomics Core. A total of five biological replicates were obtained from each strain. Preparation of cDNA libraries was conducted using the standard protocols for the Illumina Stranded mRNA Prep, Ligation Kit (#20040534, Illumina, San Diego, CA, United States). Library insert size was determined using an Agilent Bioanalyzer. Libraries were sequenced on the Illumina NextSeq 2000 (Illumina, San Diego, CA, United States) with 150 bp paired-end reads for a target depth of 100 million reads per sample. All RNAseq raw and data and processed read counts have been submitted to the Gene Expression Omnibus (GEO) database (GEO accession #GSE274854) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274854/).

### RNAseq quality control and alignment

Initial quality control checks were performed by FastQC (https://github.com/s-andrews/FastQC). All samples showed mean quality scores > 30. Fastp v. 0.22.0 (Chen et al., 2018) was used for adapter and end trimming and further quality control prior to alignment. B6 and D2 samples were aligned to release 108 of the Ensembl genome for C57BL/6J mice using STAR (v 2.7.10b) with the following parameters: “*--readFilesCommand zcat*,” to uncompress. gz files, “--*outSAMtype BAM SortedByCoordinate,*” to output as a sorted BAM file, *--outReadsUnmapped Fastx*,” to output unmapped reads into separate files, “quantMode GeneCounts,”to count the number of reads per gene while mapping, and “*--bamRemoveDuplicatesType UniqueIdenticalNotMulti*” to mark duplicate unique mappers but not multimappers (Dobin and Gingeras, 2016). Aligned BAM files produced by STAR were further sorted by coordinate using Samtools v 1.6 (Li et al., 2009). Raw read counts for each BAM file were assigned and quantified using FeatureCounts (Liao et al., 2014). A summary of RNAseq metrics can be found in Supplementary Table S2.

### Differential gene expression analysis

Count files were analyzed for differential gene expression between B6 and D2 animals using the R package DESeq2 v 1.36.0 (Love et al., 2014). Low expressed genes where the median across all samples is zero were eliminated prior to analysis. Principal Component Analysis of the variance on the top 10,000 genes was run to identify significant sample outliers. Genes with a false discovery rate (FDR) < 0.05 were considered significantly altered and used in downstream analyses.

### Differential exon usage analysis

A GFF annotation file containing collapsed exon counting bins was prepared from the UCSC GRCm39/mm39 GTF file using DEXSeq v. 1.42.10 (Anders et al., 2012). Python script *dexseq_prepare_annotation.py*. The number of reads overlapping each exon bin was then counted using the DEXSeq Python script *dexseq_count.py*, the GFF file, and each sample’s BAM file. Differential exon usage (DEU) analysis was then carried out for the same contrasts studied in our DGE analysis using the DEXSeq R package standard analysis workflow. For analysis of Ninein differential exon usage, we utilized an FDR < 0.2 to identify significantly altered exon events.

### BXD amygdala exon-level expression data

To further evaluate the relationship between Ninein exon expression and acute ethanol anxiolytic-like activity, we compared our DEXSeq results with the amygdala exon-level dataset in GeneNetwork (INIA Amygdala Exon Affy MoGene 1.0 S T (Nov10) RMA) (Mulligan et al., 2017). This dataset provides estimates of mRNA expression in the Amygdala of 58 genetically diverse strains including 54 BXD Recombinant inbred strains, two F1 hybrid strains (B6D2F1 and D2B6F1), and the two progenitor strains (C57BL/6J and DBA/2J). 33 coding exons were correlated with the Top 500 BXD Phenotypes and filtered for Pearson correlations with previous ethanol light-dark box ethanol anxiolytic-like activity data from our prior studies in BXD mice (Putman et al., 2016). Exons were correlated with acute ethanol phenotypes from the light dark box (LDB) transitional model of anxiety for percent distance traveled in the light (%DTL) or percent time spent in the light (%TIL) in response to an acute dose of ethanol (1.8 g/kg) at either 5-min or 10-min intervals.

### Alternative splicing analysis

Analysis of *Nin* exon utilization and splicing focused on five fundamental alternative splicing events: exon skipping, alternative 5′ and 3′ splice sites, mutually exclusive exons, and intron retention. Junction read counts for alternative splicing events were quantified by rMATS v. 4.1.2 (Shen et al., 2014) utilizing the STAR alignment BAM files as input. An FDR cutoff of 0.2 was used to identify significant alternative splicing events. *P*-values and FDRs that are smaller than the numerical accuracy cutoff (*p* < 2.2E-16) register as 0 in the rMATs output (see Supplementary Table S4). Rmats2sashimiplot v 2.0.4 (within rMATs) and Maser v 1.14.0 (Kinjo et al., 2018) were used to analyze and visualize rMATs outputs.

Regtools v. 0.5.2 (Cotto et al., 2023) was used to quantify junction reads and annotate novel/unusual junctions using the “junctions annotate” function. Outputs include chromosome junction start and end coordinates, as well as a score indicating the number of reads supporting the junction. Junctions were filtered again to identify novel splice junctions contain either a novel donor (D), a novel acceptor (A), a novel donor and novel acceptor pair (NDA), or no known donor or acceptor (N). Junctions with both a median score greater than one and a mean score greater than one across all 10 samples were included for statistical analysis. Scores across all 10 samples were compared using a student’s *t*-test and Bonferroni correction for multiple testing across the number of junctions passing filtering.

### Single nucleotide polymorphism (SNP) analysis

To analyze single nucleotide polymorphisms (SNPs), we used the Mouse Genome Informatics (MGI) (Blake et al., 2021; Baldarelli et al., 2021) and Ensembl (Martin et al., 2023) databases using the GRCm39 assembly. The MGI database was used to output specific SNPs differing in the *Nin* gene from chr 12: 70,058,297–70,159,961 and the Ensembl Database to identify the variant type and overlapping regulatory regions.

## Results

### D2 mice exhibit increased ninein mRNA expression

We selected C57BL/6J (B6) and DBA/2J (D2) mice for our studies because of their distinct ethanol-related behaviors and status as progenitor strains for the BXD RI strains that were used in identification of *Nin* as a candidate gene for ethanol-anxiolysis. Total RNA was isolated from ethanol-naïve male B6 and D2 mice from the nucleus accumbens (NAc), medial prefrontal cortex (mPFC), and amygdala (AMY) for evaluating *Nin* alternative splicing events using qRT-PCR (Figure 1). Primers were designed to target different *Nin* exons reflective of known *Nin* transcript variants. Primer labels containing a (+) represent the inclusion of that exon in the primer design. Primer labels containing a (−) represent the exclusion of that exon from primer design and subsequent transcripts. These primer targets are defined according to the canonical Nin transcript (Figure 2; Ensemble ID: ENSMUST00000085314.11) and included the canonical 3′ untranslated region, the alternative 5′ splice site at exon 28 (Ensemble IDs: ENSMUST00000085314.11 and ENSMUST00000222237.2), transcripts excluding exon 18 (Ensemble IDs: ENSMUST00000220689.2 and ENSMUST00000222835.2), and transcripts including exon 29 (Ensemble IDs: ENSMUST00000220689.2 and ENSMUST00000223257.2) (Figure 1; Supplementary Table S1). Primers investigating exon 28 targeted the shortened splice form of the exon.

**FIGURE 1:**
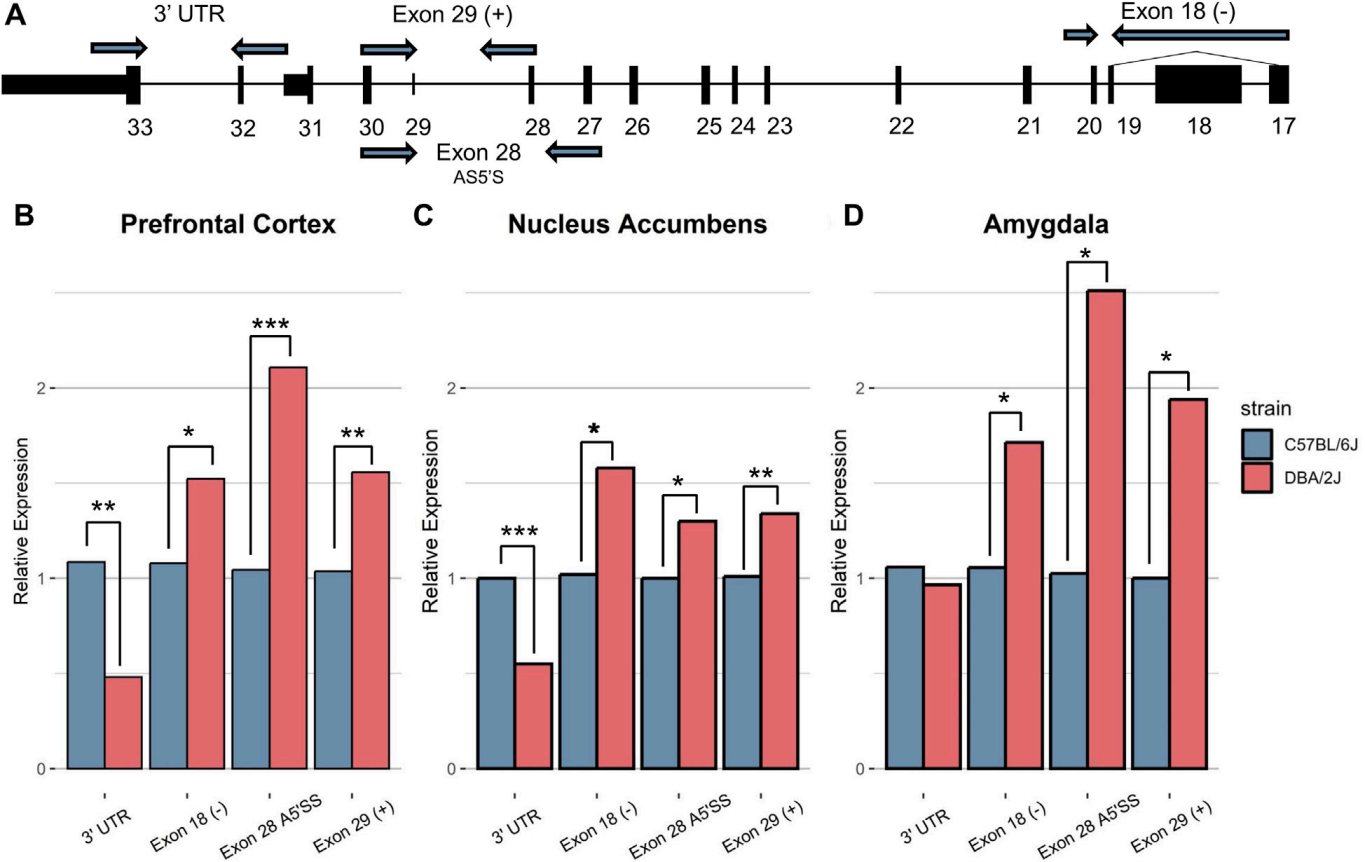
Ninein Exon-level qRT-PCR. Ninein exon-level mRNA expression between B6 and D2 was measured across the **(B)** prefrontal cortex, **(C)** nucleus accumbens, and **(D)** amygdala. **(A)** Representative image of *Nin* canonical transcript with primer positions. Basal mRNA levels for primers excluding Exon 18, including Exon 29, and using the alternative 5′ splice site for Exon 28 were significantly greater in D2 mice than B6 mice across all brain regions (*P < 0.01, **P < 0.001, ***P < 0.0001, n = 5–10 per strain per brain region, Student’s *t*-test between strains). Primers amplifying the 3′ untranslated region (UTR) showed significantly higher expression in B6 mice compared to D2 mice in the PFC and NAc.

**FIGURE 2:**
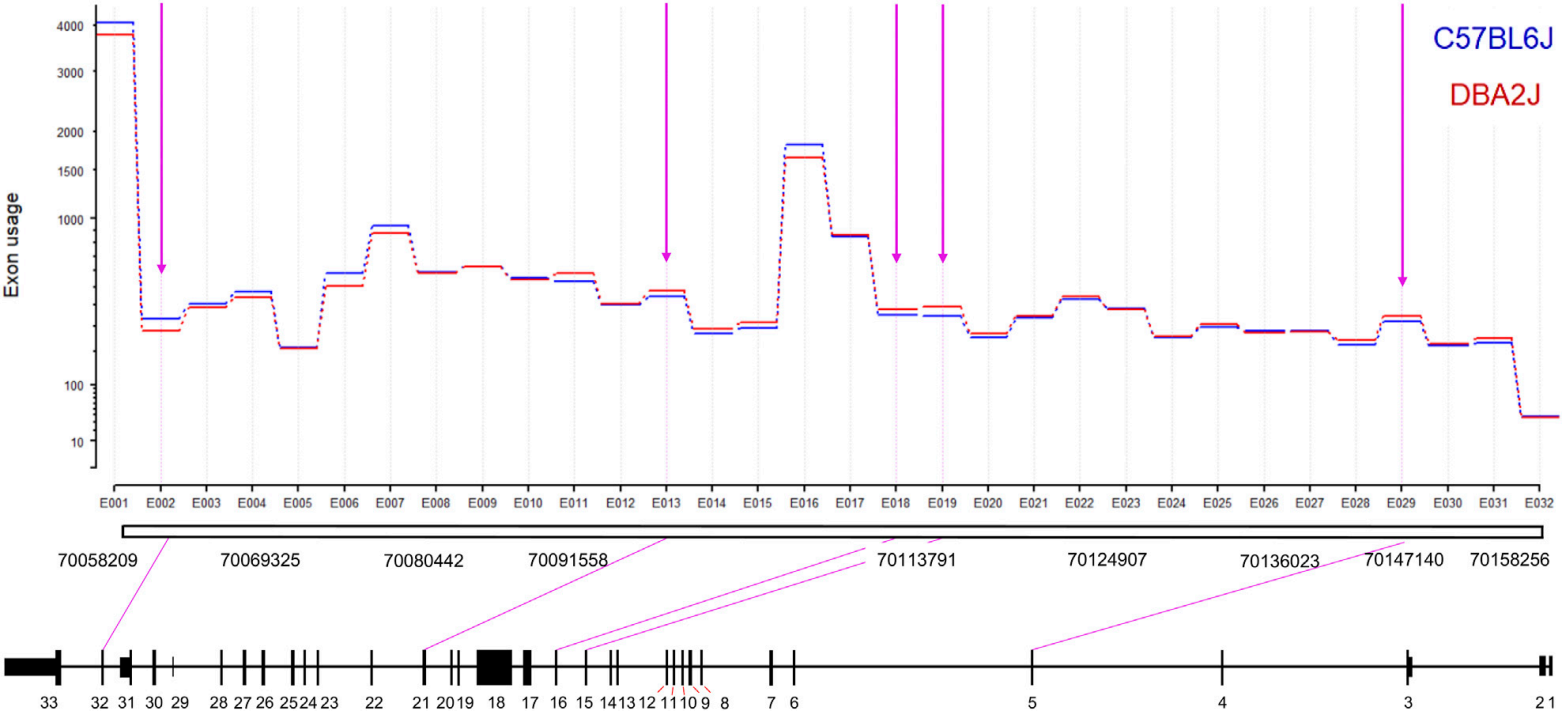
Ninein Differential Exon Usage. The *y*-axis indicates the level of exon usage on a logarithmic scale. We identified eight significant DEU events between B6 and D2 mice (FDR = 0.2). D2 mice showed significantly higher utilization of exons 5, 15, 16, 19, and 21. B6 mice showed significantly higher utilization of exon 32.

In mPFC (Figure 1A), D2 mice (n = 10) exhibited a significantly higher expression of exon 18 (−) (*p* = 0.021), exon 28 A^5^′SS (*p* = 2.85E-05) and exon 29 (+) (*p* = 0.0047). B6 mice (n = 10) showed significantly higher expression of the 3′ UTR region (*p* = 0.0038) of *Nin*. This same pattern of expression was seen in the NAc (Figure 1B) where D2 mice (n = 5/strain) showed significantly higher expression of exons 28 A^5^′SS (*p* = 0.01), exon 29 (+) (*p* = 0.009), and exon 18 (−) (*p* = 0.02), and B6 mice showed significantly higher expression of the 3′ UTR region (*p* = 0.00011). In the amygdala (Figure 1C), D2 mice (n = 5) showed the same pattern of expression for exon 28 A^5^′SS (*p* = 0.03), exon 29 (+) (*p* = 0.033), and exon 18 (−) (*p* = 0.046) compared to B6 mice (n = 5), but there was no significant strain difference for the 3′ UTR (*p* = 0.718) in amygdala. This suggests D2 mice have significantly higher total *Nin* expression compared to B6 mice across most exons, but the decrease in 3′UTR expression in D2 mice predicts an alternative 3′UTR and greater expression of shortened transcripts in that strain compared to B6 mice.

### Ninein exhibits differential exon usage

To extend the PCR analysis and possibly detect novel transcript variants, we performed deep-read RNA sequencing of the NAc to further evaluate alternative splicing differences between B6 and D2 mice. 

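The NAc, a part of the ventral striatum, was sequenced from 5 B6 and 5 D2 male mice, with 1 poly-A library per mouse. The RIN values of the 10 RNA samples in Supplementary Table S2 lay between 9 and 9.4. The sample labels name Novogene as the provider of library construction and a lower RIN minimum, where the methods name the VCU Genomics Core. The authors trimmed the reads with fastp, aligned both strains with STAR to the Ensembl GRCm39 genome, which is the genome of B6, and counted reads on genes with featureCounts. A D2 read that carries several D2 alleles can therefore be lost more easily than a B6 read. The deposited values are raw counts per gene for 29883 genes, and the lowest median count over the 10 libraries was 0.5, so genes with a median of 0 had already been removed. Between 96977262 and 111468080 reads per B6 mouse were counted on genes (median 104004664), and between 104443243 and 116776714 per D2 mouse (median 113171483). This difference in depth did not pass the spread between mice (two-sided exact permutation test, p = 0.063).
Genes were compared between the strains with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over all genes, and without any covariate. Reads on single Nin exons, inclusion levels and junction reads were taken from the per-mouse values in Supplementary Tables S3, S4 and S5, which the authors made with DEXSeq, rMATS and regtools. The sexes can be told apart by Xist, which is transcribed from the X chromosome in females, and by genes of the Y chromosome. Xist had 12.9 ± 3.18 normalized counts (SD, n = 5) in B6 and 13.6 ± 2.98 (SD, n = 5) in D2, while Kdm5d on the Y chromosome had 5534 ± 178 (SD, n = 5) and 5751 ± 189 (SD, n = 5). No pair of libraries of a strain differed by less than the sampling noise. The closest pair, B6 replicates 3 and 5, had a mean chi-square of 4.89 per gene over 15388 genes with a mean of at least 100 counts, where sampling noise alone gives a value near 1.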

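Nin (ENSMUSG00000021068) lies on chromosome 12 of GRCm39 from 70058208 to 70160543, on the reverse strand, and encodes ninein, a protein of the centrosome. Its normalized counts were 10611 ± 639 (SD, n = 5) in B6 and 12795 ± 400 (SD, n = 5) in D2, and every D2 mouse was above every B6 mouse (two-sided exact permutation test, p = 0.0079, the smallest possible for 5 mice against 5). In edgeR's quasi-likelihood test, the log2 fold change of D2 against B6 was 0.27 (standard error 0.043, Benjamini-Hochberg adjusted p = 5.8e-04). Scaling by total counts alone moved this value most, to 0.30. With each mouse left out in turn it stayed between 0.24 and 0.30.
In the same fit, 5478 of the 29883 genes (18.3%) passed an adjusted p of 0.05, of which 2541 were higher and 2937 (53.6%) lower in D2, while under total counts 45.04% of the called genes were lower, so that the more frequent direction depended on the scaling. Among them Nin ranked 3979 by the size of its change. The normalized counts of 4787 genes (16.0%) did not overlap between the strains, where chance gives 0.794% of genes.

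**Figure D1:**
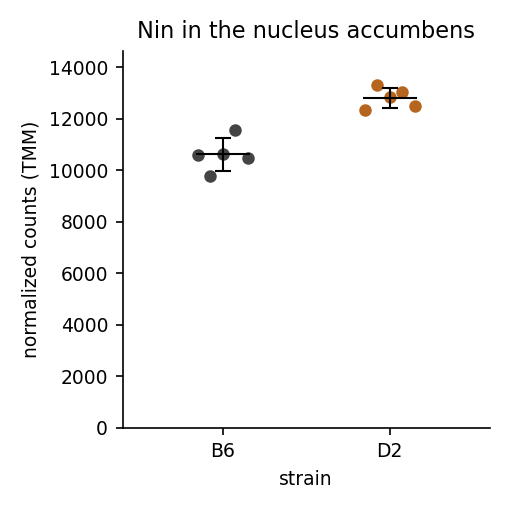
Normalized counts of Nin for each B6 and D2 mouse on the vertical axis, which starts at 0. Each point is 1 mouse, the horizontal bars are the means and the error bars the SD (n = 5 per strain), and all D2 points lie above all B6 points.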

Differential gene expression analysis with DESeq2 confirmed our *a priori* hypothesis and qRT-PCR data above that D2 mice exhibit significantly higher *Nin* expression compared to B6 (log2 fold-change (LFC) = 0.271, padj = 5.50685E-07). Full analysis of these D2 v. B6 deep sequencing results will be reported elsewhere (Gnatowski and Miles, in preparation). We then performed an exon-level analysis using DEXSeq to better characterize exon-level expression differences detected by the qRT-PCR (Figure 2; Supplementary Table S3). 

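Supplementary Table S3 lists the reads on 32 exon bins of Nin for each mouse. They summed to 15182 ± 1137 reads (SD, n = 5) in B6 and 20228 ± 847 (SD, n = 5) in D2. The raw gene counts of Nin were lower, 9261 to 10994 per B6 mouse and 12235 to 13855 per D2 mouse. The sums over bins are therefore not numbers of separate reads, and they are what is called the Nin reads in shares and rates below. The exon usage tested here is an exon's share of this sum, so that a change of the whole gene cancels out. At an adjusted p under 0.2 (edgeR's quasi-likelihood test on the bins, Benjamini-Hochberg adjustment over the 32 bins), 12 exons differed. The shares of exons 5, 6, 15, 16, 19, 20, 21 and 23 were higher in D2, and those of exons 18, 28, 32 and 33 were lower. The largest change in this number came from total gene counts as the library size, which measures exon expression in place of usage and gave 31 exons. With each mouse left out in turn, between 1 and 12 exons passed. Exon 15 was the only exon without B6 replicate 2, without B6 replicate 4 or without D2 replicate 1.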

We used a relaxed statistical threshold (FDR ≤ 0.2) without LFC filtering to define differential exon usage (DEU) for *Nin.* DEXSeq identified five differentially utilized exons between B6 and D2 mice. Of these five significant DEU events, D2 mice had increased usage of exon 5 (p_adj_ = 0.175, LFC = 0.11), exon 15 (p_adj_ = 0.0026, LFC = 0.18), exon 16 (p_adj_ = 0.153, LFC = 0.105), and exon 21 (p_adj_ = 0.179, LFC = 0.1), while B6 showed significantly increased usage of exon 32 (p_adj_ = 0.1104, LFC = −0.245). 

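Exon 15 (chromosome 12, 70095798 to 70095936) held 1.97% ± 0.0672 of the Nin reads in B6 and 2.27% ± 0.0708 in D2 (SD, n = 5 mice each), a log2 fold change of 0.21 with a standard error of 0.056 (adjusted p = 0.033, edgeR with Benjamini-Hochberg adjustment). It passed in all 10 fits that each left out 1 mouse. For exon 5 the log2 fold change was 0.14 and for exon 16 also 0.14, and both passed in 5 of these 10 fits. The share of exon 21 changed by 0.13 on the log2 scale and passed in 3 of them. The share of exon 32 fell by 0.22 on the log2 scale (standard error 0.072, adjusted p = 0.104 from the same test), from 1.89% ± 0.227 in B6 to 1.62% ± 0.0728 in D2, and passed in 7 of the 10. A two-sided exact permutation test of the log2 shares, adjusted over the bins by the Benjamini-Hochberg method, called exons 5, 15, 16 and 19 and gave exon 32 an adjusted p of 0.212. Exon 19, with a log2 fold change of 0.15, passed in 4 of the 10 fits. As a library size without exon 33, the bins gave 3 exons, which were 15, 28 and 32.

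**Figure D2:**
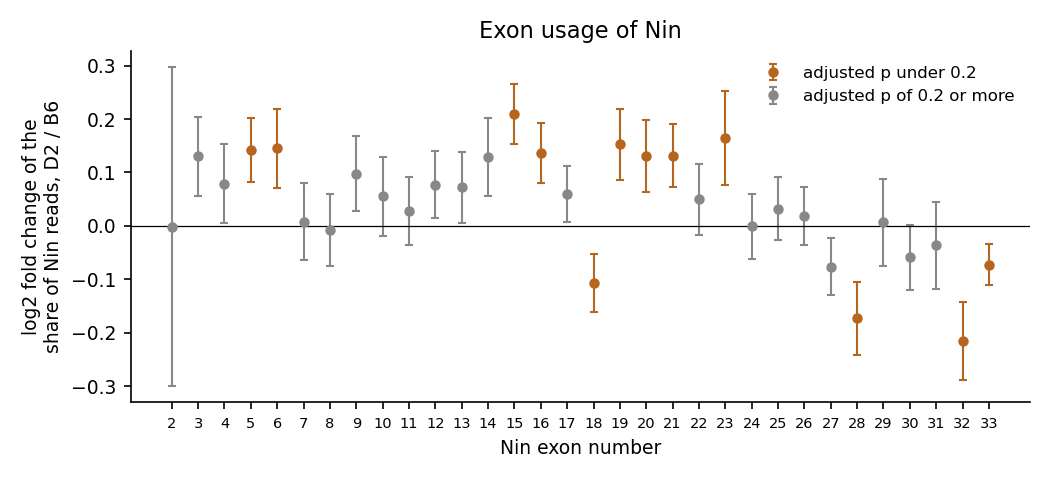
Log2 fold change (D2 against B6) of each exon's share of the Nin reads, by exon number, with the standard error as error bars. Coloured points passed an adjusted p of 0.2, with exon 15 highest at 0.21 and exon 32 lowest at -0.22.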

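The reads that join exon 32 to exon 33, the last exon with the 3′ UTR, were fewer in D2, while the reads on exon 32 rose from 285.0 to 328.2 and those on exon 33 from 3496.6 to 4432.2 per mouse. The joining reads numbered 305.6 ± 17.8 (SD, n = 5) in B6 and 170.6 ± 21.1 (SD, n = 5) in D2. Per 1000 reads on the Nin exons this was 20.2 ± 2.06 in B6 and 8.43 ± 0.937 in D2, so that the mean log2 value fell by 1.26 (two-sided exact permutation test, n = 5 mice each, p = 0.0079). Against the reads on exon 32 alone it fell by 1.05, and against total gene counts, the alternative that moved it most, by 0.94. Exon 33 itself (chromosome 12, 70058209 to 70061730) held 230.4 ± 11.6 per 1000 Nin reads in B6 and 219.2 ± 2.98 in D2 (SD, n = 5), which did not pass the spread between mice (two-sided exact permutation test, p = 0.071). In edgeR's test of the bins this lower share did pass the threshold of 0.2 (Benjamini-Hochberg adjusted p = 0.194), and it passed in 1 of the 10 fits that each left out 1 mouse, the fit without B6 replicate 1.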

The increased expression of exon 32 in the B6 mice is consistent with results seen in the qRT-PCR characterization of the transcripts with the full 3′ UTR (Figure 1).

### GeneNetwork correlations of Ninein Exons and ethanol-anxiolysis behaviors

In order to interrogate the relationship between exon-level expression and behavior, we used the GeneNetwork resource to examine correlations in BXD mice between Ninein exon-level expression and our prior acute ethanol anxiolysis behavior (Table 1), given the extensive amount of BXD brain region expression and phenotypic data available at that site. Exon-level expression data for amygdala and hypothalamus, two brain regions known to have roles in stress and anxiety, were available for BXD strains in GeneNetwork and thus were utilized for this analysis. We identified significant Pearson correlations between the expression of exon four through seven and exon 17 with %TIL in response to acute ethanol in the amygdala (Table 1). %TIL in response to acute ethanol was also significantly correlated with expression of exon four through six and exon 17 in the hypothalamus. We did not see significant correlations between exon seven and %TIL in the hypothalamus after acute ethanol exposure.

**TABLE 1:** GeneNetwork *Nin* Exon Phenotype Correlations**.** *Nin* exon expression was correlated against the top 500 BXD phenotypes from GeneNetwork (Pearson Correlation). Exons showing significant correlation with acute ethanol anxiolysis in the Light Dark Box were identified as exons of interest. Record ID refers to GeneNetwork expression data file number.

		Amygdala				Hypothalamus			
		%DTL (EtOH) 5-min		%TIL (EtOH) 5-min		%DTL (EtOH) 5-min		%TIL (EtOH) 5-min	
Record ID	Exon	Corr.	*P*-value	Corr.	*P*-value	Corr.	*P*-value	Corr.	*P*-value
10400838	Exon 4	N/A	N/A	−0.601	1.37E-02	−0.695	9.00E-04	−0.7506	3.46E-03
10400837	Exon 5	−0.577	4.96E-03	−0.578	1.91E-02	−0.7367	2.60E-04	−0.7826	1.60E-03
10400836	Exon 6	−0.607	2.72E-03	−0.601	1.39E-02	−0.7453	1.90E-04	−0.8738	5.19E-05
10400835	Exon 7	−0.637	1.44E-03	−0.607	1.26E-02	N/A	N/A	N/A	N/A
10400825	Exon 17	0.623	5.23E-04	0.767	1.96E-03	0.611	5.92E-03	0.672	1.46E-02

We also identified significant Pearson correlations between with exons five through seven and exon 17 in amygdala with %DTL after acute ethanol (Table 1; Supplementary Figure S1). Exon four expression in amygdala was not significantly correlated with %DTL after acute ethanol exposure (Table 1). In the hypothalamus, we identified significant Pearson correlations between %DTL in response to ethanol and expression of exons four through six and exon 17. Hypothalamic exon seven expression showed no significant correlations with %DTL (Table 1). The microarray probe set for Exon eight contained SNPs present in D2 mice that could artificially decrease expression levels in these samples, and thus exon eight data was excluded. These results suggest that the expression of a cluster of *Nin* exons are responsible for the regulation of ethanol anxiolysis in the LDB.

### Ninein exhibits strain-specific alternative splicing

Since Ninein has 18 predicted transcript variants, we used rMATs to analyze strain-specific differences in alternative splicing. An FDR cutoff of ≤ 0.2 was employed along with a percent spliced in (PSI, ψ) cutoff of ψ > 0.05. rMATs analysis revealed seven significant alternative splicing events between B6 and D2 mice, including four exon skipping events and three mutually exclusive exons (Figure 3; Supplementary Tables S4, S5). 

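Exon 18 (chromosome 12, 70088906 to 70091026) is 2121 bp long. Its inclusion level, the fraction of transcripts with the exon as rMATS estimates it, was 0.686 ± 0.0614 (SD, n = 5) in B6 and 0.620 ± 0.0541 (SD, n = 5) in D2. The form lengths behind this level were 2270 bp for inclusion and 149 bp for skipping. The inclusion form thus spans the whole exon, so reads within the exon can count beside junction reads. The difference of 0.066 was within the spread between mice (two-sided exact permutation test, p = 0.111). With each mouse left out in turn it lay between 0.0457 and 0.0864. Counted as reads of the junction that skips exon 18, D2 mice had 155.6 ± 27.7 and B6 mice 92.8 ± 19.6 (SD, n = 5), which passed the same two-sided exact test (p = 0.0159). Since D2 mice also had more Nin reads, this was 7.73 ± 1.60 and 6.15 ± 1.37 per 1000 Nin reads, which did not pass it (exact p = 0.143). The study reports 4 exon skipping and 3 mutually exclusive exon events, and in Supplementary Table S4 all of them passed its FDR cutoff of 0.2. The mutually exclusive pair of exons 32B and 32A' has a listed difference of 0.038, under the study's inclusion cutoff of 0.05. The other events of the study passed both cutoffs. In all, 3 mutually exclusive events of the table passed both, so they include an event that the study does not name.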

For the exon skipping events, we identified a significant change in ψ values for the largest exon, exon 18 (FDR = 0.177, ψ = 0.066), and identified three novel exon skipping events only present in D2 mice occurring between exons 32 and 33 (Figure 3A). These exons will be referred to as 32A (FDR < 2.2e-16, Δψ = −0.153), 32A’ (FDR < 2.2e-16, Δψ = −0.164), and 32B (FDR < 2.2e-16, Δψ = −0.061). 

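Exon 32A (chromosome 12, 70063101 to 70063321) and the shorter 32A' (70063145 to 70063321) share their acceptor, and exon 32B spans 70062498 to 70062555. The inclusion level of exon 32A was 0.0026 ± 0.0026 in B6 and 0.155 ± 0.0198 in D2 (SD, n = 5 mice each). It was 0.0033 ± 0.0024 and 0.167 ± 0.0222 for exon 32A', and 0.00099 ± 0.0014 and 0.0624 ± 0.0303 for exon 32B. In every comparison all D2 mice were above all B6 mice (two-sided exact permutation test, p = 0.0079 each). On the logit scale, the differences of B6 minus D2 were -4.44 for exon 32A inclusion, -4.29 for exon 32A' inclusion and -3.72 for exon 32B inclusion, and all 3 passed the same test. Levels under 0.001 were set to 0.001 before the logit. Some B6 levels of exons 32A and 32B were 0, so the sizes for these exons depend in part on that floor. Behind the inclusion levels lie 10 listed inclusion reads of exon 32A in the 5 B6 mice and 390 in the 5 D2 mice. For exon 32B there were 2 and 80. B6 reads were few but not absent, with at most 5 reads of exon 32A inclusion in 1 mouse.

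**Figure D3:**
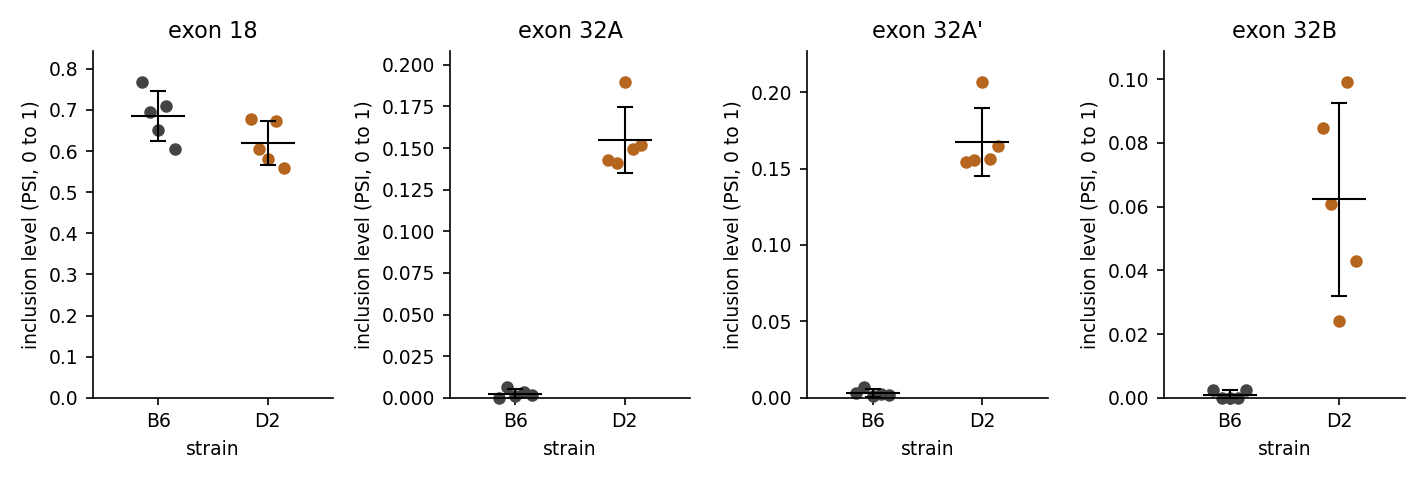
Inclusion level (PSI, from 0 to 1) of exons 18, 32A, 32A' and 32B for each mouse, with a separate vertical scale per exon that starts at 0. Points are mice, horizontal bars are means and error bars are SD (n = 5 per strain), and only the exon 18 points of the strains overlap.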

Exon 32A′ represents the alternative 5′ splicing of the larger identified exon, exon 32A. These identified exon skipping events overlap with the identification of transcripts where two exons were deemed mutually exclusive (MXE). Two of these mutually exclusive exon events identified exon 32B to be mutually exclusive from both 32A (FDR = 0.0051) and 32A’ (FDR = 0.00092) (Figure 3B). 

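Supplementary Table S4 gives the mutually exclusive pair of exons 32B and 32A a level between 0.616 and 0.904 in the 5 D2 mice, and the pair of 32B and 32A' a level between 0.628 and 0.913. In B6 the levels of the first pair were 0, 1, 1, 1 and 0.359, which reflects the few B6 reads on these exons, and no mean is given for them. The listed differences of B6 minus D2, which are the paper's, are -0.064 for 32A and 0.038 for 32A'. Reads that join exon 32A directly to exon 32B were also present, with 10.0 ± 4.85 per D2 mouse (SD, n = 5) and 0 in each B6 mouse (two-sided exact permutation test, p = 0.0079).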

The third alternative splicing exon event showed a significant greater mutually exclusivity between exons 18 and 19 (FDR = 0.0605) in the B6 mice (Figure 3B).

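The level of the mutually exclusive exons 18 and 19 was 0.512 ± 0.0388 (SD, n = 5) in B6 and 0.458 ± 0.0230 (SD, n = 5) in D2. The difference of 0.054 passed the spread between mice in a two-sided exact permutation test (p = 0.040), with B6 values between 0.450 and 0.545 and D2 values between 0.431 and 0.491. With each mouse left out in turn the difference lay between 0.0457 and 0.0695, and 7 of these 10 comparisons had an exact p above 0.05. The reads on exon 18 made up 10.3% ± 0.9991 of the Nin reads in B6 and 9.59% ± 0.274 in D2 (SD, n = 5).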

**FIGURE 3:**
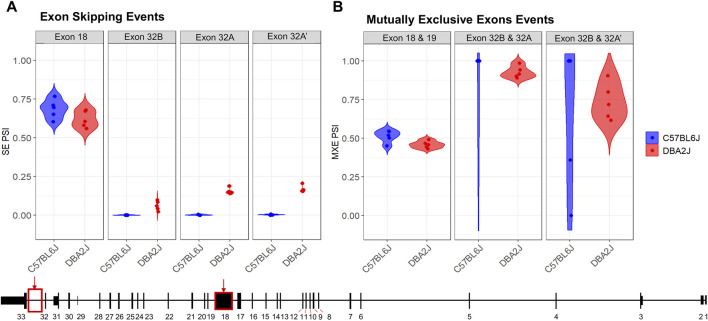
Ninein Alternative Splicing Events. Comparison of B6 and D2 *Nin* Alternative splicing events resulted in the identification of **(A)** four exon skipping events and **(B)** three mutually exclusive exon events (FDR ≤ 0.20, deltaPSI ≤ 0.05). Alternative splicing analysis identified 3 novel exon events exclusive to the DBA/2J strain (Ex 32B, PSI = −0.061, FDR = 0; Ex 32A, PSI = −0.153, FDR = 0; Ex 32A’, PSI = −0.164, FDR = 0).

To further investigate these alternative splicing events, we used *regtools* to characterize and quantify reads at novel junctions contributing to novel splicing events. 

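Supplementary Table S5 lists 92 junctions of Nin that regtools did not find in the annotation, either for a splice site or for the pairing of its sites. A mean and a median of more than 1 read over the 10 mice were reached by 5 of them. In two-sided exact permutation tests of the reads per mouse (n = 5 per strain), 3 of the 5 had the smallest possible p, with an adjusted p of 0.0132 by the Benjamini-Hochberg method over the 5 junctions. All 3 lie between exons 32 and 33. The junction from 70108049 to 70109463, from exon 6 into exon 7, had 2.2 reads per mouse in B6 and 6.0 in D2, with an adjusted p of 0.0496 in the same family. That from 70109502 to 70137310, which joins the annotated edges of exons 4 and 6, had 2.2 and 8.0 (adjusted p = 0.143).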

We identified two significant splicing junctions containing either a novel splice acceptor or novel splice donor between exons 32 and 33 (Figure 4; Table 2). 

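The junction from 70063321 to 70064347 on chromosome 12 joins the donor of exon 32 (70064347 to 70064460) to the acceptor of exon 32A. It held 1.8 ± 1.92 reads in B6 and 77.0 ± 16.6 in D2 (SD, n = 5 mice each). As a share of all listed reads from the exon 32 donor it was 0.576% ± 0.608 in B6 and 30.0% ± 3.91 in D2, a difference of 29.4 percentage points (two-sided exact permutation test, p = 0.0079). Leaving out D2 replicate 3 moved it most, to 27.7 points. Only the junctions to exon 32A and to exon 33 as the denominator gave a share of exon 32 donor reads that join exon 32A that differed by 30.3 points.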

The first significant junction identified contains a known splice acceptor on exon 33 (chr12:70, 063, 321) that spans to the 3′ end of identified novel exon 32B (chr12:70,064,347), which contains the novel donor. 

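The junction from 70061730 to 70062498 joins the donor of exon 32B to the acceptor of exon 33. D2 mice had 22.6 ± 7.92 reads on it and B6 mice 0.4 ± 0.548 (SD, n = 5), so that the difference was 22.2 reads (two-sided exact permutation test, p = 0.0079), and 1.08 per 1000 reads on the Nin exons. With each mouse left out in turn, the difference of the exon 32B to exon 33 junction lay between 19.35 and 24.35 reads. The junction from exon 32 to exon 32B was seen in each D2 mouse, with 34 reads in all, and in no B6 mouse. The 0 of 1537 B6 reads from the exon 32 donor allows a share of up to 0.195%.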

The second significant junction consists of a novel acceptor site on identified novel exon 32A/A’ (chr12:70,061,730) with a known splice donor on Exon 32 (chr12:70,062,498). These findings confirm that the splicing of known coding exons (32 and 33) is occurring at intronic sites specifically in D2 mice.

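Reads entering exon 33 from exon 32, 32A, 32A' or 32B together numbered 306.6 ± 17.6 in B6 and 197.8 ± 29.6 in D2 (SD, n = 5). Of the 1276 listed reads from the exon 32 donor in the 5 D2 mice, 853 joined exon 33, 385 exon 32A and 34 exon 32B. The few others joined elsewhere. Onward reads of exons 32A and 32A', to exon 32B or exon 33, were fewer, with 71 in D2 and 3 in B6. The paper reasons from the junctions with sites outside the annotation, present in D2 and nearly without reads in B6, to its conclusion that exons 32 and 33 are spliced at intronic sites in D2 mice.

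**Figure D4:**
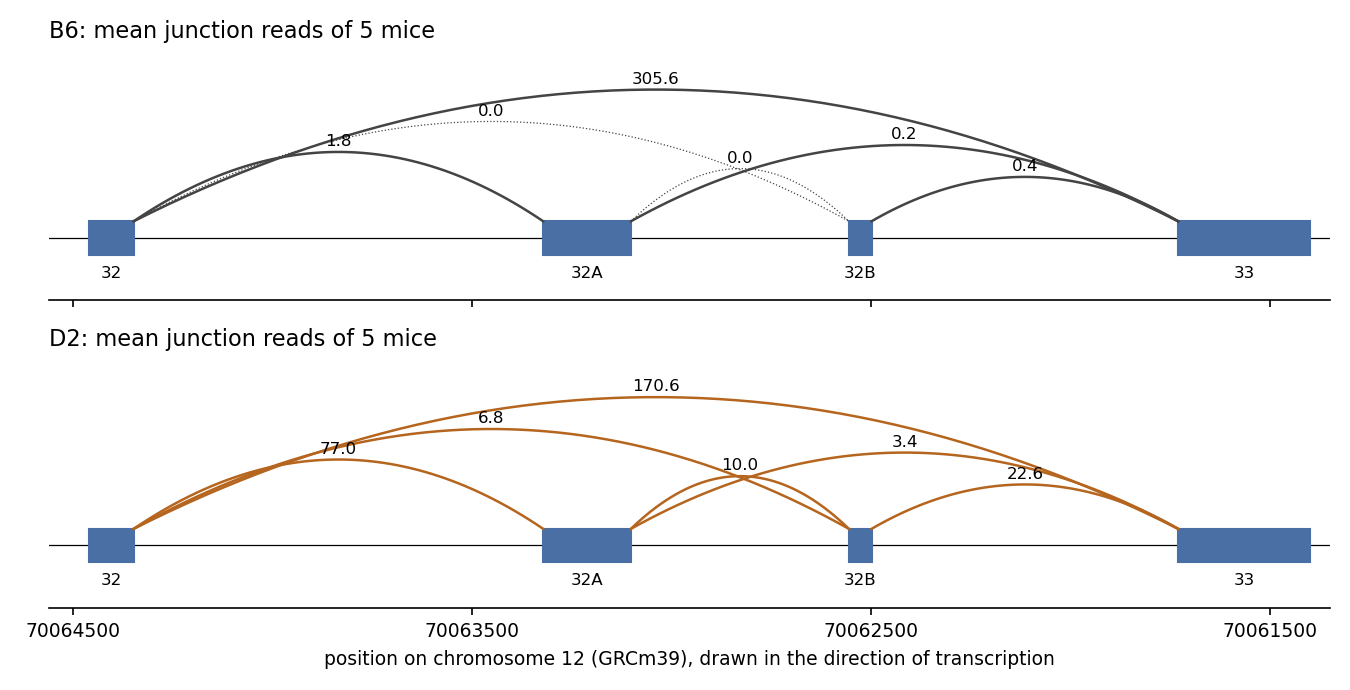
Map of Nin exons 32, 32A, 32B and 33 on chromosome 12 (GRCm39), drawn in the direction of transcription, so that coordinates fall from left to right. Arcs are junctions, numbers are mean reads per mouse (n = 5 per strain), and dotted arcs had 0 reads. The arc from exon 32 to exon 33 falls from 305.6 reads in B6 to 170.6 in D2, and that from exon 32 to exon 32A rises from 1.8 to 77.0. Arc height carries no value, and only the first part of exon 33 is drawn.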

**FIGURE 4:**
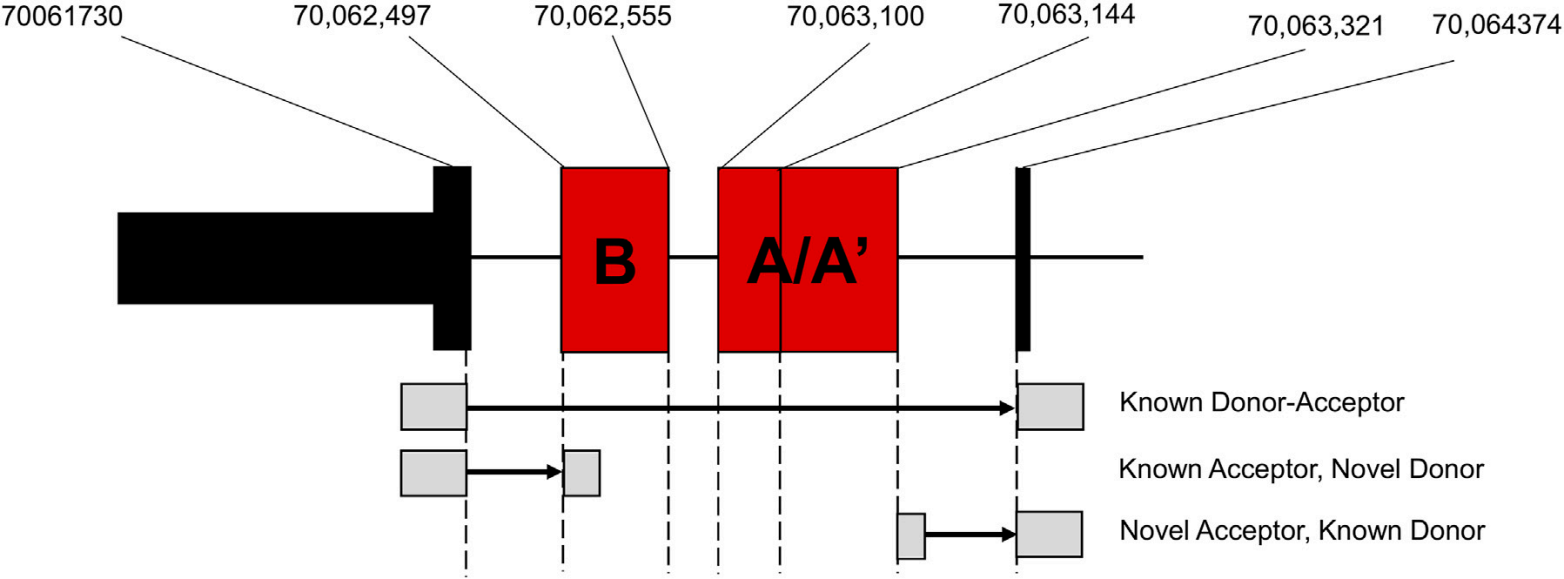
Junction Analysis of Novel *Nin* exons. Location of novel exons identified by the rMATs alternative splicing analysis and corresponding junctions identified by regtools.

**TABLE 2:** Junction Analysis of Novel *Nin* exons**.** rMATs was used to quantify reads at known and novel splice junctions. The anchor refers to the type of splice junction identified by rMATs (D = known donor, novel acceptor; A = novel donor, known acceptor; NDA = novel donor, novel acceptor). Student’s t-test was ran across all identified novel events and adjusted by Bonferroni correction.

Start	End	Strand	Anchor	Average B6 score	Average D2 score	*P*-value	Padj.
70063321	70064347	—	D	1.8	77	0.0005	0.003
70061730	70062498	—	A	0.4	22.6	0.003	0.019
70108049	70109463	—	D	2.2	6	0.033	0.196
70109502	70137310	—	NDA	2.2	8	0.134	0.805
70061730	70063101	—	A	0.2	3.4	0.011	0.066

The identification of these novel splice junctions characterized two independent novel exons, labeled exons 32A and 32B (Figure 5A), with one of these novel exons undergoing alternative 5′ splicing (exon 32A′). We used the Integrative Genome Viewer (IGV) tool to analyze for possible open reading frames of the novel exons identified in the alternative splicing analyses. Figure 5A shows representative B6 and D2 samples to demonstrate the increased sequencing read density between exons 32 and 33 in D2 samples compared to B6 samples. 

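On GRCm39, the 58 bp of exon 32B at 70062498 to 70062555 lie in the intron between exons 32 and 33 of Nin, on the reverse strand. Read in the direction of transcription, the reference sequence is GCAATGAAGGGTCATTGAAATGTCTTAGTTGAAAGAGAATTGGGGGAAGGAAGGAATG. It is preceded by TTTTGAATCTTGTCCTCTAG, which ends in the AG of an acceptor site, and followed by GTGAGTTA, which opens with the GT of a donor site. The exon starts 1791 bp after exon 32 and ends 767 bp before exon 33. With exon 32B between exons 32 and 33, the product of the primers for exons 32 and 33 has a predicted length of 272 bp.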

IGV showed an exon present between exons 32 and 33 that aligns with the chromosomal location of the novel exon 32B (chr12:70,062,497–70,062,555) identified by rMATs. This exon contains a short reading frame of five amino acids followed by a termination codon and an alternative 3′ UTR (Figure 5B). 

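The canonical transcript carries 6132 coding bases up to the end of exon 32 and leaves no partial codon, so exon 32B is read in frame from its first base. That frame gives AMKGH and then a stop codon at 70062538 to 70062540. The other frames of the 58 bp reach 1 and 9 amino acids before their first stop. No listed SNP lies within exon 32B, and the D2 sequence gives the same frames.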

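Exon 32A spans 221 bp and exon 32A' 177 bp of the same intron, 1025 bp after exon 32. In the frame that continues from exon 32, both give 1 amino acid before a stop codon at 70063316 to 70063318. Translation of the 221 bp met 3 stop codons in this frame, 4 in the next and 2 in the last. The sequence upstream of the shared acceptor is TTTTTACCTGCTAATTACAG, and the donor sites open with GTGCATGC for exon 32A and GTCTGAAT for exon 32A'.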

For exon 32A and its alternative 5′ spliced counterpart, exon32A′, all theoretical reading frames contained multiple premature termination codons (Figure 5C). The longest possible reading frame had 46 amino acids prior to a termination codon at chr12:70,063,184. 

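In the reference sequence, this frame gave 45 amino acids before the stop codon at 70063182 to 70063184. It is not the frame that continues from exon 32. The other out-of-frame reading gave 5 amino acids (HDHSV) before its first stop, at 70063303 to 70063305.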

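Of the SNPs in Supplementary Table S6, 3 lie within exon 32A. At 1 of them the listed D2 allele differs from the GRCm39 reference, which is G70063271A in plus-strand coordinates of chromosome 12, with the reference base first. The count of amino acids before the first stop was the same for the reference and the D2 allele in all 3 frames of exons 32A and 32A'. Upstream of the acceptor of exon 32A, no SNP is listed within 200 bp.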

IGV also identified a guanine to adenine (G-A) SNP in the exon 32A region at chr12:70,063,271, however this SNP is a synonymous variant that maintains the status of the potential reading frames.

**FIGURE 5:**
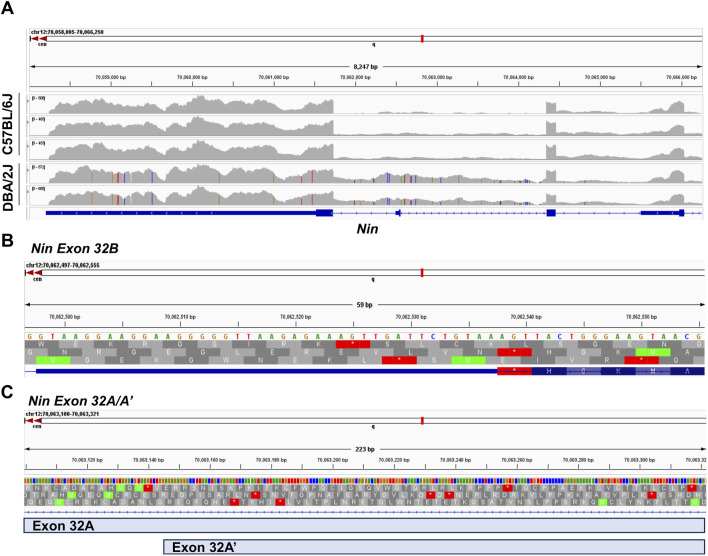
Integrative Genome Viewer (IGV) Analysis of Novel Exon Open Reading Frame. **(A)** Comparison of Read distribution by strain for *Nin* exons 31 through 33. **(B)** Location of rMATs-identified novel exon 32B (chr12:70,062,497–70,062,555) including amino acid reading frames. **(C)** Location of rMATs-identified novel exons 32A (chr12:70, 063, 100–70,063,321) and 32A’ (chr12:70, 063, 144–70,063,321) including amino acid reading frames.

### PCR validation of novel exons

In order to validate the supporting bioinformatic evidence for the existence of novel exons between exons 32 and 33, we performed RT-PCR targeted at these exons in D2 and B6 nucleus accumbens (Figure 6). PCR primers did not span exon-exon junctions to allow for the amplification between exons 32 and 33 (Figure 6A). cDNA from representative B6 (n = 3) and D2 (n = 3) were size-separated by electrophoresis on 4% agarose. PCR products from D2 mice yielded two distinct bands: one band served as the representative band for the canonical splicing of exon 32 to exon 33 (214 bp). A second larger band (∼250–300 bp) was also identified, consistent with the predicted size of novel exon 32B (Figure 6B). This additional band was not seen in the B6 samples. These results strongly support the existence of an exon exclusive to D2, located in the 3′ region of the gene.

**FIGURE 6:**
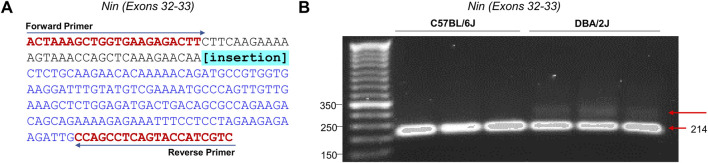
*Nin* Novel Exon Amplification via PCR and Gel Electrophoresis. **(A)** Sequence of the canonical PCR amplified region encompassing Exons 32 and 33. Amplicons of 214 and an unknown amplicon are obtained. The location of the novel insertion is highlighted in blue. The positions of the two primers (Forward and Reverse) were used for PCR amplification are shown (see Supplementary Table S1). **(B)** The target region of *Nin* was PCR amplified using the previously described primers. PCR products were size-separated by electrophersis on a 4% agarose gel for 90-min.

### Ninein single nucleotide polymorphisms

We identified 858 SNPs differing between the B6 and D2 strains in the *Nin* gene (chr 12: 70, 058, 297–70,159,961) using the MGI and Ensembl databases (GRCm39) (see Supplementary Table S6). This analysis identified 51 coding region SNPs, with 15 of these identified as missense variants (Table 3). 

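The 858 entries of the table hold 814 distinct SNPs, since 44 entries repeat an identifier under another feature. A D2 allele is listed for 802 of them. The reference of GRCm39, which is the B6 genome, carries the same base as this D2 allele at 529 positions (66.0%) and another base at 273. A B6 allele is listed for 161 SNPs and equals the reference at 146.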

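The table assigns 51 SNPs to numbered exons, with 31 synonymous and 15 missense variants among them. At 11 of the 15 missense positions the listed D2 allele is the reference base, and at 4 it differs from it. All 4 lie in exon 18, which holds 20 of the SNPs.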

Four of the missense variants were predicted to have “deleterious” effects on the amino acid sequence of the protein based on the SIFT score. Three of these deleterious SNPs occur in exon 18 while the other occurs in exon 27. 

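Of these 4 SNPs, 1 has a listed D2 allele that differs from the reference, C70090160T in exon 18, counted in plus-strand coordinates of chromosome 12 on GRCm39. The D2 alleles at 70073546 in exon 27 and at 70089251 and 70090905 in exon 18 are the reference bases. At 70089251 the listed B6 allele is A where the reference is G, so the listed alleles and the reference conflict there. At 70073546 the listed allele is T for both strains, and at 70090905 no B6 allele is listed.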

The other 11 missense SNPs were deemed “tolerated” by the SIFT algorithm, indicating the variant would not greatly impact protein function. Eight of these “tolerated” missense variants also occur within alternatively spliced exon 18. Variants *rs32226359*, *rs32226362*, and *rs29149025* occur in a known enhancer region (ENSMUSR00000789018). We also utilized this database to identify intronic SNPs that correspond to the regions associated with the proposed novel exons in D2 mice. There are 21 intronic SNPs in the region of the proposed novel exons (chr12: 70,061,987–70,063,271) identified in the rMATs alternative splicing analysis. This region corresponds with a known enhancer region (ENSMUSR00000789014) in that area of the gene.

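At 16 of the 21 positions the listed D2 allele differs from the reference, and at 5 it equals it. At each of these 5 the listed B6 allele is not the reference base, so the listed alleles and the reference conflict there. Within 100 bp upstream of the acceptor of exon 32B lie 4 listed SNPs. The closest, G70062567A in plus-strand coordinates, is 12 bp from the first base of the exon.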

**TABLE 3:** Nin Exon 18 Ensembl SNPs Between B6 and D2 strains. SNPs were identified within Nin Exon 18 using MGI and Ensembl databases.

SNP ID	Coordinate	Allele summary	B6	D2	Variant type	
rs32227977	70089171	C/T		C	Missense Variant	
rs32227980	70089195	G/T		T	Missense Variant	
rs32227983	70089251	A/G	A	G	Missense Variant	a
rs32228806	70089348	A/G		G	Missense Variant	
rs29183409	70089601	A/G	A	G	Synonymous Variant	
rs32224596	70089643	A/T		T	Synonymous Variant	
rs32224599	70089718	C/T		T	Synonymous Variant	
rs32224602	70089817	C/T		T	Synonymous Variant	
rs32225355	70089904	C/T		C	Synonymous Variant	
rs32225358	70089951	C/T		T	Missense Variant	
rs29202173	70089964	A/G		A	Synonymous Variant	
rs29192398	70090160	C/T	C	T	Missense Variant	a
rs29159683	70090163	G/T	G	T	Missense Variant	
rs32225363	70090252	C/T		T	Synonymous Variant	
rs32226356	70090387	A/G		G	Synonymous Variant	
rs32226359	70090395	C/T		C	Missense Variant	
rs32226362	70090398	C/T		T	Missense Variant	
rs32227145	70090555	C/T		C	Synonymous Variant	
rs29149025	70090689	C/T		C	Missense Variant	
Rs32227150	70090905	A/G		G	Missense Variant	a

^a^ predicted deleterious missense variants.

## Discussion

The studies presented here provide the first in-depth analysis of genetic variation in alternative splicing of *Nin*, a candidate gene for ethanol-induced anxiolytic-like behavior. Deep RNA sequencing provided sufficient read depth to characterize strain-differences in exon utilization and alternative splicing events, allowing for the identification of novel strain-specific splicing events. PCR results generally indicated increased total *Nin* expression in D2 mice, but a 50% reduction in *Nin* exon expression in in the 3′ UTR region of the gene. RNA sequencing both confirmed the increased usage of exon 32 in B6 mice and identified novel splicing events between exons 32 and 33. The novel splicing events shown here pose the possibility of the use of alternative 3′ untranslated regions by the D2 mice which would result in truncated NIN protein isoforms. Our findings also showed increased exon skipping of the largest exon, exon 18, in D2 mice, which may occur as a consequence of the D2 strain containing three deleterious SNPs in this coding exon. The alternative splicing events characterized here may provide a genetic mechanism for strain specific regulation of *Nin* transcription that contributes to behavioral differences in the anxiolytic response to an acute dose of ethanol between B6 and D2 mice. These results also provide further support for *Nin* being a candidate gene underlying the *Etanq1* QTL previously identified by our laboratory associated with ethanol anxiolytic-like activity in BXD mice (Putman et al., 2016).

### Exon-level expression and behavioral correlations

Alternative splicing is a crucial step of post-transcriptional gene expression that substantially increases transcriptome diversity and is critical for diverse cellular processes, including cell differentiation, development, cellular localization, and tissue remodeling (Mulligan et al., 2017; Shen et al., 2014). Differential exon usage comes as a result of increased exon skipping, the most prevalent form of alternative splicing, leading to the selective inclusion or exclusion of coding regions during the formation of mRNA (Ule and Blencowe, 2019). It has been proposed that RNA alternative splicing, specifically exon skipping, plays a causal role in Alcohol Use Disorder (AUD) susceptibility (Yeo et al., 2004). Our DEXSeq analysis identified five differential exon usage events where one of these events overlapped with exon 5, which showed significant correlations with phenotypes from the anxiolytic response to ethanol previously identified in Putman et al. (Putman et al., 2016). Exon five showed significant negative correlations with %TIL and %DTL in the light dark box in both the amygdala and hypothalamus, indicating that higher *Nin* exon five expression would result in a decreased anxiolytic response to ethanol. This correlation appears to pool in a strain-dependent manner where BXD strains with the B6 allele have decreased *Nin* expression (see Supplementary Figure S1). This is consistent with DEU results showing B6 mice have lower exon five usage compared to D2 mice. This highlights exons 5 as an exon-specific target underlying an ethanol-responsive candidate gene.

### Exon 18 skipping

Ninein (*Nin*) is an exceptionally large gene containing 33 protein coding exons, generating protein products that can vary in an isoform-dependent manner. Previous work from Zhang and colleagues elucidated the role of alternative splicing of the *Nin* gene in the differentiation of neural progenitor cells (NPCs) into mature neurons (Zhang et al., 2016). They pinpointed two exons that play pivotal roles in this process. The first, a 61-nucleotide exon (exon 29), is specifically expressed in neurons but excluded in NPCs. The inclusion of this exon triggered the dissociation of *Nin* from the centrosomal protein CEP250, leading to *Nin* diffusion into the cytoplasm. Conversely, those investigators found that the exclusion of a larger exon (exon 18, >2,000 nucleotides) in mature neurons, that is not present in NPCs, resulted in the dissociation of another centrosomal protein, CEP170, from NIN (Zhang et al., 2016). Zhang and colleagues argued that these alternative splicing events appeared sufficient to differentiate NPCs into neurons. Our initial characterization of *Nin* alternative splicing using qRT-PCR showed that compared to B6, D2 mice have increased expression of transcripts containing exon 29 and transcripts excluding exon 18. This suggests that D2 mice have higher expression of non-centrosomal *Nin* splice variants. This initial result was corroborated by the alternative splicing analysis that indicated exon 18 exhibited significantly greater exon skipping in D2 mice. The decreased utilization of exon 18 in D2 mice may ultimately contribute to decreased localization of CEP170 to the centrosome and increased NPC differentiation into mature neurons.

The underlying mechanism for D2 mice having a lower rate of exon 18 utilization is unknown. However, SNP analysis identified 11 missense variant SNPs in exon 18 alone of D2 mice, three of which were predicted “deleterious” SNPs that would result in a change in the protein structure leading to loss of function or harmful gain of function (Yue and Moult, 2006). This could drive increased splicing out of exon 18 in D2 mice. However, even for *Nin* splice variants containing exon 18 in D2 mice, those proteins might not be fully functional in terms of centrosomal localization. The net result of decreased exon 18 utilization and probable decreased exon 18 function in D2 mice seems likely to impair *Nin* centrosome localization or function in non-neuronal cells and might lead to developmental alterations in the relative abundance of neurons in D2 mice given the role of *Nin* in neuronal differentiation. However, further confirmation of such differences between B6 and D2 mice at a cellular level is needed.

### Identification of novel exons and alternative 3′ UTRs

Another major finding from these studies is the identification of novel exons between exons 32 and 33 specifically expressed only in D2 mice. Our original findings from the qRT-PCR results looking at *Nin* exon expression highlighted a 50% reduction in the expression of the exon 32 to the 3′ UTR in D2 mice compared to B6 mice. This result was corroborated by the DEU results indicating that exon 32 has higher exon usage in B6 mice. Confirmation of the presence of these novel exons by PCR gel electrophoresis identified a second band exclusive to D2 mice consistent in size with inclusion of novel exon 32B, which contains an alternative stop codon and 3′ UTR. Together, these results indicate that D2 mice uniquely produce shortened *Nin* mRNA transcripts with alternate 3′ UTRs and an altered carboxy terminus of the protein coding region. It remains unclear whether or not the identification of novel exons 32A and 32A′ result in the inclusion of an additional 3′ UTR, or whether or not the inclusion of these exons leads to the increased utilization of a 3′UTR region following exon 31 shown in Figure 5A. This would be consistent with the lack of an additional band in the gel electrophoresis 177–221 bp higher than the known band.

### 3′ UTR- localization

The 3′ untranslated region (3′ UTR) plays a pivotal role in post-transcriptional modulation of gene expression. The 3′ UTR often contains regulatory regions that influence gene expression by regulating processes such as polyadenylation, translation efficiency, localization, and stability of the mRNA (Mayya and Duchaine, 2019; Mitschka and Mayr, 2022). Given the *Nin* alternative exon usage in D2 mice noted above, it is possible that the alternative 3′ UTRs could change *Nin* mRNA localization or function. Transcripts containing multiple 3′ UTRs encoding the same protein have been repeatedly reported. For example, mRNAs for *BDNF* containing the same coding sequence with different 3′ UTRs resulted in distinct differences in localization where the long 3′ UTR localized BDNF to distal dendrites and shorter 3′ UTR *BDNF* transcripts remained in the soma (Anders et al., 2012). Similar examples have been reported for *CamK2a* (Rook et al., 2000). Of note, our prior studies on mRNA localization to synaptoneurosomes indicated increased *Nin* mRNA abundance in the cellular fraction containing pre- or post-synaptic contents in D2 mice (O'Brien et al., 2018). In the case of *Nin*, the usage of alternative 3′ UTRs may provide a genetic mechanism for the regulation of *Nin* trafficking and function in dendritic microtubule polarity, however the exact transcript altering this localization is unclear (Mitschka and Mayr, 2022). The localization of microtubules in dendrites may also contribute to changes in the trafficking of GABA and glycine receptors to the postsynaptic site (Anders et al., 2012; Parato and Bartolini, 2021). This highlights a specific cellular signaling mechanism by which *Nin* expression and splicing could modulate ethanol’s anxiolytic properties.

## Conclusion

This study is the first to provide an in-depth genomic and bioinformatic analysis of a QTL-identified candidate gene for ethanol anxiolytic activity. We observed strain-specific differences in exon regulation across different analysis parameters that we hypothesize played a critical role in regulating ethanol anxiolysis that lead to the identification of *Nin* as a candidate gene. The alternative splicing events that we identified could alter localization and expression of the NIN protein. *In vivo* confirmatory studies examining deletion or modification of specific *Nin* exons are needed to further validate the contribution of specifics exons in regulating *Nin* localization and expression and, ultimately, in confirming the function of different *Nin* transcripts in modulating strain-specific ethanol behavioral differences.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE274854.

# Supplementary material for: Ninein, a candidate gene for ethanol anxiolysis, shows complex exon-specific expression and alternative splicing differences between C57BL/6J and DBA/2J mice
**Source:** Front Genet. 2024 Sep 11;15:1455616. doi: 10.3389/fgene.2024.1455616
**Supplement:** Supplementary file 3

| **Primer Target** | **Forward Primer (5’ to 3’)** | **Reverse Primer (5’ to 3’)** | **Product Length** |
| --- | --- | --- | --- |
| Nin  A5’S Ex28 | ACAGGTGAGACTGGACGAGAA | AGCAAAGCCTGTGGTGTGTT | 237 |
| Nin  Ex29 (+) | AGTGGTTGGAAGCAGCCGA | ACCATCGGACAGGCTTGCT | 142 |
| Nin  Ex18 (-) | GAGGGAAGATATGAATCTGAAAAGC | TTGGGAGTTCTTTTGGCTGAG | 276 |
| Nin  3’ UTR | AAACCAACACACCACAGGGAA | CTTTGGTGTGCATCCTTTGGG | 366 |
| Nin  Ex32-33 | ACTAAAGCTGGTGAAGAGACTT | GACGATGGTACTGAGGCTGG | 214 |
| Ublcp1 | TCCTGGTGCTGGATGTTGAC | TCACGCCCAGCTCTTTCATT | 183 |
| Ppp2r2a | ATCTCTCACCCTTGCCCTTT | CCCATTTTGTGTGCTTTCGT | 79 |
| Stab2b | ACCTCACCCCTCTGGTTAGT | ACAGATAGGGCAGAACAGGC | 146 |
| Sort1 | ATCTCTCACCCTTGCCCTTT | GAAGGCTGCACTCGTTCTTG | 202 |

**Supplementary Table 1.** Primers used for quantitative reverse-transcriptase PCR (qRT-PCR). (+)Product size confirms Ex29 is present. (-)Product size confirms Ex18 is not present. *Ublcp1, Ppp2r2a, and Sort1* were used as reference genes to calculate relative expression. *Stab2b* was used as a strain control.

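The table gives, for each target, a forward and a reverse primer and the length of the product that they amplify from cDNA. Matched to the annotated transcripts of GRCm39, the 3′ UTR pair gives its listed 366 bp from 5 of the 30 Nin transcripts. Its forward primer spans the junction of exons 30 and 32, its reverse primer lies in exon 33 at 70061496 to 70061516, and the product crosses the junction of exons 32 and 33. No SNP of Supplementary Table S6 lies under either primer. The exon 28 pair gives 237 bp from 4 transcripts and 298 bp from another 4. The pair for exon 29 gives 142 bp from 9 transcripts, and the pair without exon 18 gives 276 bp from 8. The forward primer listed for Sort1 is the same as that for Ppp2r2a and matches 0 of the 18 Sort1 transcripts, while the Ppp2r2a pair gives 79 bp from 13 of its 16 transcripts.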

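In qRT-PCR, reference genes are measured beside the target so that differences in the amount of cDNA cancel out. In the RNA sequencing of the NAc, Ublcp1 had 3703 ± 132 normalized counts in B6 and 2649 ± 146 in D2 (SD, n = 5), and its log2 fold change was -0.48 (adjusted p = 5.4e-06, edgeR with Benjamini-Hochberg adjustment). Ppp2r2a had 16237 ± 449 and 12926 ± 352, a change of -0.33 (adjusted p = 8.6e-06 from the same test). For Sort1 the change of -0.15 did not pass (adjusted p = 0.234). The mean log2 level of the 3 genes changed by -0.32, and Nin relative to it by 0.59 (two-sided exact permutation tests, n = 5 mice each, p = 0.0079 for each). These values come from the sequenced mice and not from the qRT-PCR samples.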

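Stab2 (chromosome 10, 86675054 to 86843889) had 8114 ± 2481 normalized counts in D2 and 180.0 ± 199 in B6 (SD, n = 5), a log2 fold change of 5.50 (standard error 0.52, adjusted p = 6.9e-06, edgeR with Benjamini-Hochberg adjustment). Without B6 replicate 4 it was 6.45. The primers listed for it give 146 bp from 2 of the 7 annotated Stab2 transcripts. Of the 9 genes that the study names and the count table holds, 4 passed an adjusted p of 0.05 over all genes tested, and also 4 when adjusted over the list alone.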

# Supplementary material for: Ninein, a candidate gene for ethanol anxiolysis, shows complex exon-specific expression and alternative splicing differences between C57BL/6J and DBA/2J mice
**Source:** Front Genet. 2024 Sep 11;15:1455616. doi: 10.3389/fgene.2024.1455616
**Supplement:** Supplementary file 5

| **Sample** | **RIN Value** | **Uniquely Mapped Alignment %** | **Assigned %** |
| --- | --- | --- | --- |
| B14 N | 9 | 92.90% | 74.40% |
| B21 N | 9.1 | 91.60% | 74.90% |
| B24 N | 9.3 | 90.20% | 75.40% |
| B31 N | 9.1 | 90.90% | 74.60% |
| B32 N | 9.2 | 92.00% | 75.90% |
| D11 N | 9.3 | 92.50% | 75.00% |
| D13 N | 9.3 | 92.40% | 73.60% |
| D22 N | 9.1 | 92.40% | 74.40% |
| D32 N | 9.4 | 91.60% | 74.20% |
| D34 N | 9 | 91.20% | 74.60% |

**Supplementary Table 2.** RNA-sequencing information, quality control metrics, alignment percentages, and count generation analytics.

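The RIN is a score of RNA integrity, the alignment percentage gives the reads that STAR placed at a single position, and the assigned percentage those that were counted on a gene. The mean RIN was 9.14 ± 0.114 (SD, n = 5) in B6 and 9.22 ± 0.164 (SD, n = 5) in D2 (two-sided exact permutation test, p = 0.516). Uniquely mapped reads made up 91.5% ± 1.03 and 92.0% ± 0.585 (p = 0.405 by the same exact test), and assigned reads 75.0% ± 0.611 and 74.4% ± 0.518 (p = 0.119 by the same exact test). None of the 3 measures differed between the strains beyond the spread between mice.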

How the deposited data were processed for this re-analysis (not part of the article)

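The NAc of 5 B6 and 5 D2 male mice was sequenced, with 1 library per mouse, and the strains were compared with each mouse as the replicate. The authors trimmed the reads with fastp, aligned them with STAR to the Ensembl GRCm39 genome, sorted and indexed the alignments with Samtools and counted them per gene with featureCounts. The deposited values are the raw counts per gene, from which the authors had removed genes with a median of 0, and whether the counting took account of the strand is not stated. The table held 29883 genes, of which 29519 were in the annotation used here. Depth lay between 96977262 and 116776714 counted reads per library.
Reads per Nin exon (made by the authors with DEXSeq), inclusion levels (rMATS) and junction reads (regtools) were read from the supplementary tables, as were the SNPs, the primers and the library metrics. The inclusion levels of exons 32A, 32A' and 32B were recomputed from the listed inclusion reads, skipping reads and form lengths. They differed from the listed levels, which are rounded, by less than 0.0005. DEXSeq and rMATS were not run here. The order of the mice in the splicing table was checked against the junction table.
Gene counts were fitted with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, two-sided) in R 4.3.3, with the strain as the factor and Benjamini-Hochberg adjustment over all genes. The threshold was an adjusted p of 0.05. Standard errors were computed as the absolute log2 fold change divided by the square root of F. The reads of the 32 Nin exon bins were fitted in the same way with their sum as the library size, and the threshold was an adjusted p of 0.2, as in the paper. Single values per mouse were compared with two-sided exact permutation tests over the 252 assignments of 5 and 5 mice, for which the smallest possible p is 0.0079, against a threshold of 0.05. With 1 mouse left out, 126 assignments remain. A count of 0 was given an upper limit of 3 counts.
The genes named in the text were set by a rule: every gene the paper names, the called genes within 1 Mb of Nin, the 5 largest changes in each direction with a mean of at least 100 counts, and genes that check the stated sex. Of the genes under this rule, 1 is not reported here. The share of called genes within 5 Mb of Nin was compared with 10000 circular shifts of the calls along the genome. Marker lists for 10 cell types (astrocytes, blood, choroid plexus, cortex neurons, dividing cells, endothelium, ependyma, microglia, oligodendrocytes and striatal neurons) held 74 genes, written from general knowledge. The median log2 fold change of each list was compared with 10000 random lists, each gene drawn from the 200 nearest by mean count (two-sided, smallest p 2e-04), and the 10 values of p were adjusted by the Benjamini-Hochberg method.
The alternatives for genes were DESeq2 1.42.0, its size factors within edgeR, total counts, upper-quartile normalization, filterByExpr, no filter, at least 10 counts in every sample, RIN as a covariate, the replicate number as a block, mitochondrial genes left out and stricter thresholds. Those for exons were other library sizes, DESeq2, the block and an exact permutation test. Logit values and other denominators were tried for splicing and junctions. Each mouse was also left out in turn. These alternatives were set before the data were examined, and the level of the cortex marker genes as a covariate was added after. The strain labels were also regrouped in 100 of the 126 possible splits of the 10 mice, with the real split among them.
The tests were tested on simulated data. With 200 of 29301 genes changed by 1 on the log2 scale, edgeR found 197 with 16 false calls, and DESeq2 found 199 with 46 false calls. For the exon bins, 3 of 3 bins changed by 0.3 on the log2 scale were found with 0 false calls. These bins were drawn independently, with a spread set by hand and not estimated from the data, so the false calls in the real bins can be more. Smaller changes, such as those of the Nin exons called here, were not simulated. Other analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, pysam 0.24.0, Biopython 1.88 and matplotlib 3.10.9. The qRT-PCR, the gel images and the recombinant inbred strains were not analysed here.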

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

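In this part, every test was chosen only after the result was seen, except those of library size, GC content, read loss against the B6 genome over all genes, dissected tissue, the split of the mice for genes and the block around Nin.
Single mice stood far from the others of their strain in 8 of 128 groups of values, where chance gives 6.4. D2 replicate 3 had a share of exon 32 donor reads joining exon 32A of 36.8% (the others 27.3 to 29.5%), an exon 32A inclusion of 0.189 (0.141 to 0.152) and an exon 32A' inclusion of 0.206 (0.155 to 0.165). These 3 values count the same junction reads and are not separate findings. The same mouse had a log2 level of Sort1 of 15.63 (15.50 to 15.53). In B6 replicate 2 the exon 32A' inclusion was 0.0073 (0.0014 to 0.0030), which rests on 5 reads. D2 replicate 2 had a log2 level of Cdkl1 of 10.80 (11.03 to 11.07). The share of Nin reads on exon 19 was 1.39% in B6 replicate 3 (1.67 to 1.75%), and that on exon 16 was 1.88% in B6 replicate 4 (2.00 to 2.05%). No biological explanation was tested for single mice, since the design names none.
The paper discusses Nin alone, and 5477 other genes passed the same threshold. In 1 of 100 splits of the 10 mice, the real one, as many genes passed, and the next largest split gave 271. A difference in library size is argued against by 5480 genes under total counts, of which 5009 were shared with the 5478, and GC content by a rank correlation of -0.063 with the log2 fold changes (0.0078 for transcript length; -0.092 and 0.063 over genes with a mean of at least 100 counts). Read loss against the B6 genome as the whole cause is argued against by the 2541 called genes that were higher in D2. The lower genes were 53.6% of those called, and 45.04% under total counts, so an excess of lower genes depended on the scaling. For these genes, read loss and lower expression cannot be told apart, because the SNPs of each gene were not used here. Tissue of the cortex as the whole cause is argued against by 5445 of the 5478 called genes, which were still called with the cortex marker level as a covariate, an alternative added after seeing the data. A difference in dissected tissue stays open for a part of the genes, with 3 of 10 marker lists beyond 95% of random lists and a largest median change of -0.59, and so does a biological difference between the strains, which was not tested.
In D2, 34 reads join exon 32 to exon 32B and 50 join exon 32A to exon 32B, which Supplementary Table S5 lists and the paper's text does not discuss, while both numbered 0 in B6, with an upper limit of 3 counts. Both were present in 5 of 5 D2 mice. Misplaced reads that belong to exon 33 are argued against by the first bases of exons 32A and 32B, of which 0 matched those of exon 33 from the first base on for either exon. A strain difference in splicing stays open as a hypothesis.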

How the results depend on the processing

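The cortex marker level as a covariate was chosen after seeing the data, and all other alternatives before. The number of genes differing between D2 and B6 lay between 4532 (at least 10 counts in every sample) and 6208 (DESeq2) over the scalings, filters and covariates planned, and at 4608 (without D2 replicate 4) to 5671 (without B6 replicate 1) with 1 mouse left out. Stricter thresholds gave 1884 (absolute log2 fold change of at least 1) and 3415 (adjusted p under 0.01), which follows from their construction. No filter removed nothing and tests nothing. Nin stayed higher in D2 and past the threshold under every alternative run, at 0.24 to 0.30, with adjusted p up to 0.0030.
The number of Nin exons depended on the setting: 31 with total gene counts, 3 without exon 33, 6 with TMM across the Nin bins, 2 with DESeq2 on the bins, 4 with the exact permutation and 1 at an adjusted p under 0.05. With 1 mouse left out it ranged from 1 (without B6 replicate 2, without B6 replicate 4 or without D2 replicate 1) to 12 (without B6 replicate 5). Under total gene counts, exon 33 (0.25), exon 32 (0.11), exon 28 (0.15) and exon 18 (0.21) reversed to higher in D2, because the change of the whole gene is then included.
Of the genes, Bdnf reversed with total counts (0.0075) and the cortex covariate (0.050), and ranged from -0.27 (without B6 replicate 2) to 0.35 (without B6 replicate 3). Xist ranged from -0.054 (without D2 replicate 4) to 0.18 (without B6 replicate 4). The list of cortex neurons reversed with the cortex covariate (0.054) and ranged from -0.35 (without B6 replicate 2) to 0.34 (without B6 replicate 3). That of dividing cells reversed with RIN (-0.12) and the cortex covariate (-0.022), and ranged from -0.25 (without D2 replicate 2) to 0.18 (without D2 replicate 1). The causes were not tested.
The mutually exclusive exons 18 and 19 ranged from 0.0457 (without B6 replicate 2) to 0.0695 (without B6 replicate 5), and 7 of these 10 comparisons had an exact p above 0.05. Sort1 and Camk2a passed only with the cortex covariate, Cep170 without B6 replicate 1 (0.16) and Ddx3y without B6 replicate 1 (0.18) or with the cortex covariate. Among results that are not the main value of a comparison, 150 values were weaker, 34 stronger and 25 reversed, and 865 kept direction and side.
The replicate numbers do not pair the mice, with correlations of 0.37, -0.41, 0.37, 0.03 and -0.29 between mice of the same number. With the replicate block, the genes differing between D2 and B6 numbered 4731 and the exons 15, Nin changed by 0.27, Bdnf by 0.35, the cortex list by 0.47, and the median of the dividing cells was -0.065. Under the block the smallest possible p of 5 sign flips is 0.0625, so that no splicing value can pass: exon 32A inclusion -0.152, exon 32A' inclusion -0.164, exon 32B inclusion -0.061, mutually exclusive exons 18 and 19 0.054, donor share 29.4, exon 32 to exon 33 -1.26 and exon 32B to exon 33 22.2.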

Differences from the paper's values

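No test in this part was chosen after the values were seen, apart from the cortex marker level as a covariate where it is named.
The adjusted p of Nin was 5.8e-04 with edgeR, where the paper states 5.50685E-07. With DESeq2 it was 5.5e-07, and the paper's methods name DESeq2. The other alternatives set before the data were examined did not close the gap, with values between 2.2e-04 and 0.0030.
Of the Nin exons, 12 differed in usage here, where the paper's results text states 5 and the legend of its Figure 2 states 8. The 12 are within 1.5 times the paper's 8, and the fit without B6 replicate 3 gave 8 exons, which were 3, 5, 15, 16, 18, 20, 28 and 32. TMM across the Nin bins (6 exons), the exact permutation of the log2 share (4), and the fits without D2 replicate 2 (4) and without D2 replicate 4 (7) came within 1.5 times the paper's 5. The remaining alternatives set before the data were examined did not. Numbers alone do not say which exons: TMM called exons 15, 18, 27, 28, 32 and 33, and the permutation called exons 5, 15, 16 and 19.
The paper's text lists no exon 19 among the exons with differing usage, while the legend of Figure 2 does. Here exon 19 passed with an adjusted p of 0.157 (edgeR, Benjamini-Hochberg). Exons 6, 18, 20, 23, 28 and 33 also passed here and are not among the exons that the results text lists for differing usage.
The paper calls the exon 18 inclusion different between the strains, at an rMATS FDR of 0.177 and a cutoff of 0.2. The exact permutation test here gave p = 0.111 and was judged at the stricter 0.05. The differing outcome may therefore come in part from the thresholds. None of the settings run for it passed 0.05, with the lowest p at 0.056 without B6 replicate 5. The raw skipping junction reads, without regard to the number of Nin reads, did pass (two-sided exact permutation test, p = 0.0159).
The paper assigns the junction of 70063321 and 70064347 to exons 33 and 32B, and that of 70061730 and 70062498 to exons 32A and 32. By the exon coordinates, 70064347 is the edge of exon 32, 70063321 of exon 32A, 70062498 of exon 32B and 70061730 of exon 33. The legend of Table 2 describes both sites of the junction from 70109502 to 70137310 as outside the annotation, and both are annotated edges here, of exons 6 and 4. The paper states that all reading frames of exons 32A and 32A' hold several stop codons, and between 2 and 4 were found here. Its longest frame is 1 amino acid longer than the 45 found here, with the same stop codon. The number of SNPs in the paper is that of the entries, of which 814 are distinct. The deleterious SNPs are given as differences between the strains, and at 3 of the 4 the listed D2 allele is the base of the reference, which is the B6 genome. Among these 3, the SNP at 70089251 has a listed B6 allele of A where the reference is G, so its strain difference stays open.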

Other observations

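The tests of library size, GC content, read loss for Nin, the block around Nin, the primer sites and the marker lists were chosen before their results were seen, and the other tests in this part only after.
Among Nin's neighbours, 13.6% of the genes within 5 Mb were called, against a mean of 18.3% in circular shifts (one-sided permutation p = 0.726), which argues against a local block of strain differences. Loss of D2 reads would lower Nin, so it cannot be the source of the higher level (log2 fold change 0.27), and this direction does not test whether reads were lost. In 1 of 100 splits, the real one, as many Nin exons passed, and the highest number in another split was 5.
The marker lists gave median log2 fold changes of -0.06 for astrocytes (percentile 14.1), -0.59 for blood (0), 0.25 for choroid plexus (96.5), -0.12 for cortex neurons (3.75), 0.03 for dividing cells (57), -0.10 for endothelium (3.44), 0.40 for ependyma (97.2), -0.13 for microglia (3.07), -0.33 for oligodendrocytes (0) and -0.35 for striatal neurons (0). All 74 genes were in the table and 61 had a mean of at least 100 counts, so most are expressed in the tissue, and no gene is in more than 1 list. Adjusted over the 10 lists by the Benjamini-Hochberg method, 3 passed 0.05: blood (0.0013), oligodendrocytes (0.0010) and striatal neurons (0.0010). The random lists ignore that marker genes vary together across mice, so this test can call variation between mice a strain difference. The cortex list had 0.34 without B6 replicate 3 and -0.35 without B6 replicate 2 (unadjusted p 2e-04 and 6e-04, same test). With each mouse left out, blood stayed at -0.72 to -0.48, oligodendrocytes at -0.40 to -0.26 and striatal neurons at -0.41 to -0.32. Of the striatal genes 9 of 9 were lower in D2, with 6 called over all genes and 7 over the list alone, and of the oligodendrocyte genes 8 of 8, with 4 and 7.
A lower share of striatal neurons as a whole in the D2 samples is argued against by Drd2, Adora2a and Penk, which fell further than Drd1 and Tac1, with a log2 ratio of -0.42 (two-sided exact permutation test, p = 0.0079, the smallest possible). Less blood in the D2 samples and lower expression of the blood genes cannot be told apart. Hba-a2 relative to Hba-a1 was at -5.48 (p = 0.0079 in the same exact test), but Hba-a2 is the gene of the list with the largest change, and reads shared between these near-identical paralogs were not tested. Other genes of the list that were lower in D2 included Alas2 (-0.59), Hbb-bs (-0.36), Hbb-bt (-1.27) and Slc4a1 (-0.77), and Hba-a1 was not lower (0.08). A lower share of oligodendrocytes in the D2 samples may remain, since 3 marker lists lay beyond 95% of random lists in the test of a difference in dissected tissue.
The cortex marker genes varied together across mice within a strain, with a median correlation of 0.983, above those of all 10000 random lists. Their mean level relative to the average mouse was -1.54, -1.62, 1.5, -0.80 and 1.43 in B6 replicates 1 to 5, and -0.55, 0.54, 0.63, 0.47 and -0.06 in D2. Tissue of the cortex in some B6 samples may be the source. With this level as a covariate, which was added after seeing the data, the genes differing between D2 and B6 numbered 7800.
Genes found almost only in D2 were at a median of 6.53% of their D2 level in B6 replicate 4, over 14 genes with 100 to 300 counts that were not used to see the pattern, and at most at 1.54% in the other B6 libraries. D2 reads or RNA in the library of B6 replicate 4 may be the source. Such a share lowers the differences of that mouse. Without it, Stab2 changed by 6.45 on the log2 scale, Gm10503 by 8.11, Gm36684 by 7.27, Gpa33 by 7.42, Gm47015 by 6.97 and the pseudogene Gm14513 by 7.63, against 5.50, 6.37, 6.33, 6.23, 6.11 and 6.09 with all mice. The largest decreases were Gm21955 (-7.82), Trim12a (-7.30), 1500004A13Rik (-6.69), Gm45793 (-6.45) and A830036E02Rik (-6.28).
Fewer reads joined exon 32 to exon 33 in D2. Within 100 exonic bases of the junction, Supplementary Table S6 lists 2 SNPs, of which 0 have a listed D2 allele unlike the reference. This argues against D2 SNPs beside the junction only as far as the listed D2 alleles hold, 66.0% of which equal the reference over the whole gene. Fewer Nin reads in D2 are argued against by a ratio of 1.33 in the reads on all Nin exon bins. In the qRT-PCR of the paper the 3′ UTR product was lower in D2 in the mPFC and the NAc. In the amygdala the paper found no significant strain difference for it. The primer sites hold 0 listed SNPs, and the reads on exon 33 per 1000 Nin reads had a ratio of 0.951, which argues against fewer exon 33 reads as the whole cause. The product crosses the junction of exons 32 and 33, whose reads per Nin read fell by 1.26 on the log2 scale, so fewer such junctions may explain the lower product. The qRT-PCR was not analysed here.
The share of Nin reads on exon 33 was lower in D2 by 0.07 on the log2 scale, called by edgeR at the threshold of 0.2 and not by the exact permutation test, while the reads entering exon 33 per exon 33 read fell much further. The junctions from exons 32A, 32A' and 32B did not make up for the lost reads: together with that from exon 32, they had a ratio of 0.506 in their reads per 1000 exon 33 reads. Another annotated gene over exon 33 is argued against by the 0 genes that overlap it. Where the other exon 33 reads begin stays open.
The closest libraries of a strain were B6 replicates 3 and 5, with a mean chi-square of 4.89 per gene, against 17.5 for the next closest pair. The called genes within 1 Mb of Nin included Gm7868 (3.65), Abhd12b (1.93), Gm32151 (1.41), Cdkl1 (0.25), Sos2 (0.17), Psma3 (-0.13), 3110056K07Rik (-0.23) and Pygl (-0.38), given as log2 fold changes. With 1 mouse left out at a time, Cdkl1 was no longer called in 7 of the 10 fits (down to 0.21 without B6 replicate 5), and Sos2 (0.13 without D2 replicate 1), Pygl (-0.32 without B6 replicate 2) and 3110056K07Rik (-0.21 without B6 replicate 1) in 6 each. Of the genes of the Y chromosome, Eif2s3y (0.31) and Uty (0.19) were called and were no longer called in 6 and 7 of these fits. Of the other genes the study names, Cep250 changed by 0.07, Cep170 by 0.12, Bdnf by -0.04 and Camk2a by -0.06, and none of them passed.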
